# Time course profiling of the retinal transcriptome after optic nerve transection and optic nerve crush

**Published:** 2008-06-03

**Authors:** Marta Agudo, Maria Cruz Pérez-Marín, Ulrika Lönngren, Paloma Sobrado, Ana Conesa, Isabel Cánovas, Manuel Salinas-Navarro, Jaime Miralles-Imperial, Finn Hallböök, Manuel Vidal-Sanz

## Abstract

**Purpose:**

A time-course analysis of gene regulation in the adult rat retina after intraorbital nerve crush (IONC) and intraorbital nerve transection (IONT).

**Methods:**

RNA was extracted from adult rat retinas undergoing either IONT or IONC at increasing times post-lesion. Affymetrix RAE230.2 arrays were hybridized and analyzed. Statistically regulated genes were annotated and functionally clustered. Arrays were validated by means of quantative reverse transcription polymerase chain reaction (qRT–PCR) on ten regulated genes at two times post-lesion. Western blotting and immunohistofluorescence for four pro-apoptotic proteins were performed on naïve and injured retinas. Finally, custom signaling maps for IONT- and IONC-induced death response were generated (MetaCore, Genego Inc.).

**Results:**

Here we show that over time, 3,219 sequences were regulated after IONT and 1,996 after IONC. Out of the total of regulated sequences, 1,078 were commonly regulated by both injuries. Interestingly, while IONT mainly triggers a gene upregulation-sustained over time, IONC causes a transitory downregulation. Functional clustering identified the regulation of high interest biologic processes, most importantly cell death wherein apoptosis was the most significant cluster. Ten death-related genes upregulated by both injuries were used for array validation by means of qRT–PCR. In addition, western blotting and immunohistofluorescence of total and active Caspase 3 (Casp3), tumor necrosis factor receptor type 1 associated death domain (TRADD), tumor necrosis factor receptor superfamily member 1a (TNFR1a), and c-fos were performed to confirm their protein regulation and expression pattern in naïve and injured retinas. These analyses demonstrated that for these genes, protein regulation followed transcriptional regulation and that these pro-apoptotic proteins were expressed by retinal ganglion cells (RGCs). MetaCore-based death-signaling maps show that several apoptotic cascades were regulated in the retina following optic nerve injury and highlight the similarities and differences between IONT and IONC in cell death profiling.

**Conclusions:**

This comprehensive time course retinal transcriptome study comparing IONT and IONC lesions provides a unique valuable tool to understand the molecular mechanisms underlying optic nerve injury and to design neuroprotective protocols.

## Introduction

Optic nerve injury triggers retinal ganglion cell (RGC) death [1]. The progression of this death depends on the type of lesion, crush or transection, and on its distance from the eye [2-5].

The effects of intraorbital nerve transection (IONT) and intraorbital nerve crush (IONC) on retinal degeneration, and more specifically on RGC death, have been thoroughly studied by our group [5-8]. Both injuries trigger a massive RGC loss, which is slower and less acute after crush than after transection [3,4]. Thus, anatomically, it is observed that 38% and 20% of RGCs are lost seven days post-optic nerve transection or crush, respectively. Our IONT injury cleanly severs all the RGC axons, sparing the blood supply. The IONC injury compresses the blood vessels and axons in 10 s. Axons are thus severed by the acutely exerted pressure and by the glial reaction that occurs later in the retina and around the lesion site [1,9-13]. During the crush, the retinal blood supply is transiently hampered but in the present study we did check that our surgical manipulation avoided an ischemic insult.

Numerous efforts have been made to slow down RGC death triggered by optic nerve injury. So far none of them have successfully delayed RGC death beyond 15 days post-optic nerve injury [6-8,14-19]. Therefore, we purposed to investigate the molecular signals triggered by optic nerve injury in the retina. We have performed an exhaustive time-course analysis of the retinal transcriptome profile comparing mRNA expression from IONC and IONT retinas to naïve retinas using Affymetrix RAE230.2 arrays.

Sequences significantly regulated after IONT and after IONC at each time point were extracted and analyzed. Data were compared to learn the differences and similarities between both injuries. An extensive functional clustering was done, revealing that optic nerve injury alters highly important biologic functions in the retina as cell death, visual perception, and cytoskeleton. Due to the large number of regulated sequences and because RGC death is the most demolishing effect of optic nerve injury, we focused this work on the study of regulated genes involved in this process.

## Methods

### Animal handling and surgery

One hundred and forty adult female Sprague-Dawley rats (180–220 g bodyweight) were used for the array study and 48 for western and immunohistofluorescence studies. Rats were obtained from the university breeding colony. For anesthesia, we used xylazine (10 mg/kg bodyweight; Rompun; Bayer, Kiel, Germany) and ketamine (60 mg/kg bodyweight; Ketolar; Pfizer, Alcobendas, Madrid, Spain). All experimental procedures were performed in accordance with the Association for Research in Vision and Ophthalmology guidelines for the use of animals in research. Sterile precautions were maintained for all surgical procedures.

**Table 1:** Number of pooled biologic array replicas per lesion and time point.

Time post lesion							
Experimental Group	No lesion	12 h	24 h	48 h	3 d	7 d	15 d
Control	5						
IONC		3	3	3	3	3	
IONT		3	2	3	2	3	2

This table shows the number of arrays hybridized per lesion and time point under analysis. To avoid technical variability several arrays replicas were performed for each lesion and time point. To avoid biologic variability, each replica was hybridized with an RNA pool of 4 retinas from different animals. RNA extraction for each replica was performed separately as follows: naïve replica 1 was hybridized with RNA extracted from retinas 1 to 4; naïve replica 2 was hybridized with RNA extracted from retinas 5 to 9 and so on. Abbreviations: IONT: intraorbital nerve transection, IONC: intraorbital nerve crush,, h: hours, and d: days.

#### The array experiment

Animals were divided into a control group (naïve), which did not undergo any experimental manipulation (n=20) and two experimental groups, one receiving an intraorbital nerve transection (IONT, n=60) and the other an intraorbital nerve crush (IONC, n=60). The left optic nerve was intraorbitally axotomized according to procedures that are standard in our laboratory [3-5,11]. Briefly, an incision was made in the superior orbital rim, the superoexternal orbital contents were dissected, and the superior and external rectus muscles were removed. When performing IONT, the dura mater was opened longitudinally to spare the blood supply, and the optic nerve was transected 0.5 mm from the optic disc [8,14]. The purpose of the IONC injury was to crush the entire population of optic nerve fibers. This lesion was performed by crushing the optic nerve 3 mm from the optic disc for 10 s with a pair of watchmaker’s forceps. Before and after the procedure, the eye fundus was observed through the operating microscope to assess the integrity of the retinal blood flow. In the very few instances in which blood supply did not restore within the following minutes, the animal was discarded.

#### Western blotting analyses

Animals were subjected to surgery as above (IONT and IONC n=4 per time point and lesion).

#### Immunohistofluorescence analyses

To identify RGCs in the sectioned retinas, they were retrogradely traced by applying Fluorogold (3% diluted in 10% DMSO-saline, Fluorochrome, LLC, Denver, CO) to the superior colliculus (SC) one week before the optic nerve injury was performed, as previously described [11-13]. Briefly the rats were anesthetized, each midbrain was exposed and, after removing the piamater overlying the SC, a small piece of gelatine sponge (Spongostan Film, Ferronsan, Denmark) soaked in 3% FG, diluted as aforementioned, was laid over the SC to label RGCs by retrograde axonal transport. Three animal groups were made: naïve, IONT, and IONC (n=5 per group). Optic nerve injury was performed as aforementioned, and animals were processed 48 h post lesion (hpl).

### Array experimental procedures

#### Tissue processing and RNA extraction

Animals were kept the appropriate time post-injury (12 h, 24 h, 48 h, 3 days, 7 days, and 15 days, n=8–12 per time point) and then sacrificed by an intraperitoneal overdose of sodium pentobarbital. Left retinas were freshly dissected and immediately frozen in liquid nitrogen. Four retinas from each time point, animal group, and biologic replica were pooled, and RNA was extracted using Trizol (Invitrogen, Barcelona, Spain). RNA was further cleaned through RNeasy mini kit columns (Qiagen, Izasa, Madrid, Spain). The RNA integrity was checked using a Bioanalyzer (Agilent Technologies, Santa Clara, CA), and concentrations were determined using a NanoDrop (NanoDrop Technologies, Wilmington, DE).

#### Array experiment

RNA was labeled, arrays were hybridized, and a signal was acquired at the Genomic Service (Universidad Complutense de Madrid, Madrid, Spain) as described in [20]. Briefly, cDNA, which was created from 5 μg of each RNA sample, was synthesized with One-Cycle cDNA synthesis kit of Affymetrix (Santa Clara, CA) according to the Gene Chip Expression Analysis Technical Manual (2003; Affymetrix). From this cDNA, cRNA was synthesized according to the protocol of IVT Labeling kit of Affymetrix. Finally, this cRNA was purified with the Gene Chip Sample Cleanup Module of Affymetrix, recovering it in 22 μl of water. cRNA (15 μg) was fragmented to prepare the hybridization cocktails. Samples were hybridized to Rat genome 230 arrays (rat RAE230.2, Affymetrix), which are two gene chips that contain 31,000 probe-sets (genes or expressed sequence tags [ESTs]). Following hybridization, the gene chips were washed, stained, scanned, and analyzed with Gene Chip Operating Software (GCOS 1. 2; Affymetrix). The quality of the experiments was controlled by the visual inspection of the gene chips and by the presence of the spike controls and housekeeping control genes. A total of 35 gene chips were analyzed.

Each array replica was hybridized with an RNA pool of four retinas from independent RNA extractions and different animals (i.e., Array 1 was hybridized with naïve RNA from animals 1–4, array 2 with naïve RNA from animals 5–8 and so on). See Table 1 for a summary.

#### Array normalization and analysis

Expression data in the CEL file format were imported directly into Bioconductor software for normalization and analysis [21]. Normalization was performed using the package justGCRMA (Robust Multi-Array expression measure using sequence information). To check the linearity and reproducibility that represent an adequate normalization of the arrays, scatter plots were performed between the log_2_ intensities of the injured retina arrays and the naïve retina arrays. Raw and normalized data for all hybridizations have been deposited as data series in NCBIs Gene Expression Omnibus (GEO, and are accessible through GEO Series accession number GSE9918).

The results from the IONT- and IONC-array analyses were compared to the results from the naïve-array ones. This allowed the identification of IONT- and IONC-regulated sequences. Statistically significant regulated sequences at each time point were extracted using the Limma package (Data analysis, linear models, and differential expression for micro array data; bioinf) with a cut-off for those sequences with a B value >0 and an adjusted p value false discovery rate (FDR) <0.01 and with a minimum regulation of 20% when compared to control. However, sequences modestly regulated along time would be missed with the Limma analysis since they would not be considered significant. To avoid this bias we also performed an analysis of the temporal regulation using the maSigPro package [21]. This package is specifically designed to analyze and compare time course experiments (p value FDR less than 0.01 and R^2^ threshold equal to 0.6). Log_2_ output values of regulated sequences were transformed to their net values (fold change). It is important to highlight here that when a sequence is not expressed, its mRNA level is 0. For this reason, the control level of expression was set to 1, any value less than 1 and more than 0 will then indicate downregulation and everything above 1 will indicate upregulation. IONT- and IONC-regulated sequences (p value <0,01, B value >0) were annotated and functionally clustered using the Database for Annotation, Visualization and Integrated Discovery, (DAVID [22]), the Kyoto Encyclopedia of Genes and Genomes database (KEGG), and PubMed reports. Clustering (molecular function and biologic process) was done using both Affymetrix RAE230.2 and the *Rattus norvegicus* genome as the background. Clusters that were significantly regulated were detected using the EASE tool [23] (p value FDR <1.00E-04). Finally, all regulated genes were imported to MetaCore^TM^ software (GeneGoLtd .) to generate “signaling maps” that include molecular interactions between the regulated sequences that can be associated to certain biologic processes such as cell death. Significantly regulated Metacore^TM^ cell-death signaling maps (pEASE <1.00E-04) together with their corresponding curated interactions were merged, and custom maps for IONT and IONC gene regulation were generated using the MapEditor^TM^ software (GeneGo Ltd).

### Quantitative real time polymerase chain reaction

One microgram of total RNA was used for cDNA synthesis using random hexamer primers (TaqMan Reverse Transcriptase, Applied Biosystems, Foster City, CA). Analysis of mRNA levels was performed using iQ SYBR Green Supermix (Bio-Rad Laboratories, Hercules, CA) in combination with a MyiQ Single Color Real-Time PCR Detection System (Bio-Rad Laboratories) and sequence specific primers (Table 2). Primers were designed using the software Primer Express 2.0 (Applied Biosystems) to target the same regions as the Affymetrix probes (predominantly in the 3′−UTR region). Melting temperature for the primers were approximately 59 °C and amplicon length approximately 80 bp. Primer concentrations were optimized for each primer pair and ranged between 150 and 500 nM final concentration. Polymerase chain reactions (PCRs) were performed in triplicate in a 96 well plate according to the manufacturer’s protocol. For each series, a threshold cycle value (C_t_) corresponding to the PCR cycle at which the fluorescent emission reaches a threshold above the baseline emission was determined. Based on this, initial mRNA levels were calculated. To confirm specificity of amplified PCR products, dissociation curve analyses and agarose gel electrophoresis were performed. As control genes *RPL30, RPL31, RPL37, β-actin*, and *hypoxanthine guanine phosphoribosyl transferase (HPRT)* were measured. These control genes were chosen because no change among samples was observed in the array experiment. Initial mRNA levels were normalized to the average mRNA levels of *RPL30, RPL31*, and *RPL37* to correct for variations in the cDNA synthesis. Relative mRNA levels in naïve retinas were used as a reference.

**Table 2:** Primers used for qRT–PCR array validation

Target genes^a^	Sequence of forward and reverse primer^b^
Ahr NM013149	CCAAAACAGATCTCAATGCTGGT (2670–2692), TCAGAGCATCCCACCTTATAGGTAA (2750–2726)
Calr NM022399	CAGGTATGGAGGAAAAGCCCTAG (1597–1619), TCCTACCCTCCTCTGAGATTCAGA (1668–1645)
Ccl2 NM031530	CAACCCTAAGGACTTCAGCACCT (395–417), TGTGGAAAAGAGAGTGGATGCAT (474–452)
Clu NM053021	GGTCTCCACAGTGACAACCCA (1149–1169), TCAAACAGCTTCACCACCACC (1226–1206)
Eef2k NM012947	TGGTGACAGGCAGTCCATGAT (2107–2127), CTTCCGACCAGTCTTGACACCT (2195–2174)
Lcn2 NM130741	CCTGTACGGAAGAACCAAGGG (575–595), CCAGAGACTTGGCAAAGCTGA (644–625)
Litaf XM343856	CTGTGGTACGGTCATCATGGTCT (1646–1668), GCCCTGAACTTATCTTTGTCGTTG (1722–1699)
Stat1 NM032612	TTGACAAAGACCATGCCTTCG (2300–2320), TCATCGAGCTCCATCGGTTC (2372–2353)
Tnfrsf1a NM013091	GCCAGGAGAGGTGATTGTGG (1880–1899), CCCTGAGAAGCTTTGTTTGGG (1963–1943)
Tnfsrsf12a NM181086	AACACTGGGTTCCACCCACTC (741–761), TCTAACCCACTCCCAGGGCTA (813–793)
β*-*actin NM031144	CTTCAACACCCCAGCCATG (456–474), GTGGTACGACCAGAGGCATACA (524–503)
Hprt NM012583	CTTGCTCGAGATGTCATGAAGG (211–232), GCAAAGAACTTATAGCCCCCCT (293–272)
RPL30 NM022699	CAACTGTCCAGCTTTGAGGAAA (223–244), TGATGGACACCAGTTTTAGCCA (291–270)
RPL31 NM022506	CATCAACGAGGTGGTGACCC (225–244), TCTTGAAGCCCACTCCATGG (295–276)
RPL37 NM031106	TCCAAGGCCTACCACCTTCA (70–89), CTTTCTCTTGCGCTTGGCA (138–120)

Information in this table shows in ^a^Gene symbol and GenBank accession number and in ^b^numbers indicating position of the primers in the cDNA.

### Immunohistofluorescence

Naïve, IONT-, and IONC-injured animals whose retinal ganglion cells had been previously traced with Fluorogold (n=5 per group, 48 h post-axotomy) were deeply anesthetized with pentobarbital and perfused transcardially with 4% paraformaldehyde (PFA in 0.1 M phosphate buffer) after a saline rinse. Retinas were dissected and post-fixed for 2 h at 4 °C before switching to 30% sucrose (Sigma, Alcobendas, Madrid, Spain) for at least 12 h. Tissue was embedded in optimal cutting temperature (OCT) compound (Sakura Finetek, Torrance, CA), frozen on liquid nitrogen, and kept at −70 °C. Retinas were sectioned at a thickness of 15 μm on a cryostat. Sections were blocked in 2% donkey serum in phosphate buffered saline (PBS) with 0.1% Triton (PBST) and incubated overnight a 4 °C with the appropriate antibody. Immunoreactivity was detected using fluorescence-conjugated secondary antibodies (4 h at room temperature in PBST). Images were taken with a CCD camera using the ImageProPlus software (Image-Pro® Plus 5.1 for Windows®; Media Cybernetics, Inc., Silver Spring, MD) and further processed with Adobe Photoshop 7.0 (Adobe Systems Inc., San Jose, CA).

### Western blot analysis

Freshly dissected retinas from naïve, IONT-, and IONC-injured animals (12 h, 48 h, and 3 days or 7 days post-axotomy, n=4 per group and time point) were immediately frozen in liquid nitrogen and stored at −70 °C until protein was extracted. Tissue was homogenized in 300 μl of lysis buffer (1% Nonidet-p40, 20mM Hepes pH 7.4, 100 mM NaCl, 100 mM NaF, 1 mM Na_3_VO_4_, and 5 mM EDTA with 1X protease inhibitor cocktail, Roche Diagnosis, Barcelona, Spain) and then incubated on ice for 2 h. After centrifugation at 18928x g for 15 min at 4 °C, the supernatant was collected to establish total protein values. The amount of protein was determined using a bicinchoninic acid (BCA) protein assay kit (Pierce, ThermoFisher Scientific, Cultek SL, Madrid, Spain) and β-actin detection. β-actin western blots were scanned, and intensities were measured (Gene Tool, Syngene, Synoptics Ltd, Cambridge, UK). If necessary, the loading volume was corrected to equal the amount of loaded protein among all samples. Protein (20–60 μg) was loaded on 16% or 12% SDS-polyacrylamide gels for standard electrophoresis. Proteins were transferred to a polyvinylidene fluoride (PVDF; Amersham, GE Healthcare Europe GmBH, Barcelona, Spain) membrane (Amersham Pharmacia Biotech). Membranes were blocked with 5% fat free milk in PBS with 0.1% Tween 20 and incubated with the appropriate antibody overnight at 4 °C. Membranes were then incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies. HRP activity was visualized by applying chemiluminescent substrate (Enhanced Chemo Luminiscence (ECL), Amersham, GE Healthcare Europe GmBH, Barcelona, Spain) followed by exposure of the membrane to an X-ray film. The exposed films were analyzed with the Gen Tools program (Syngene). The signal intensity of treated retinas was referred to the signal in naïve ones, which were arbitrarily considered as 100%. To avoid biologic variability, extracts from four animals were loaded in parallel, and to avoid technical variability, each western analysis was performed three times. Data shown are the averaged values of these replicas with their standard error of the mean (SEM) value.

**Figure 1:**
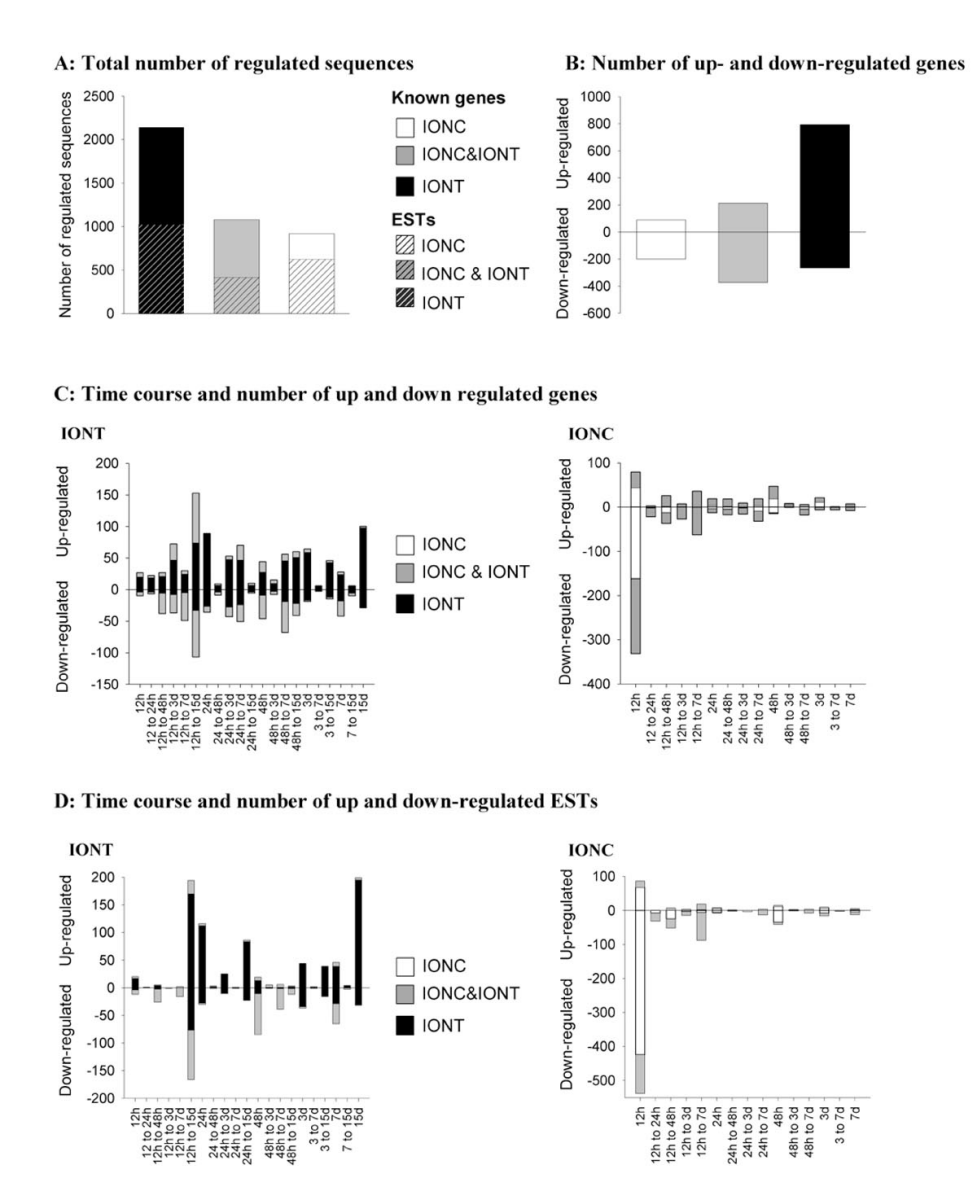
Time course and number of sequences regulated after optic nerve injury in the adult rat retina. **A:** Graph depicting the total number of sequences regulated in the retina specifically by intraorbital nerve transection (IONT; black columns), specifically by intraorbital nerve crush (IONC; white columns) and commonly by both lesions (gray columns) **B:** In this graph is shown the number of genes specifically up or down-regulated in the retina by IONT (black columns), specifically up or down-regulated by IONC (white columns) and commonly up or down-regulated by both lesions (gray columns). **C:** Graph on the left illustrates the time course and number of genes up or down-regulated in the retina at each time after IONT (black bars represent genes specifically regulated by transection and gray bars genes regulated by transection and crush). Graph on the right illustrates the time course and number of genes up or down-regulated in the retina at each time after IONC (white bars represent genes specifically regulated by crush and gray bars genes regulated by transection and crush). **D:** Graph on the left illustrates time course and number of expressed sequence tags (ESTs) up or down-regulated in the retina at each time after IONT (black bars represent ESTs specifically regulated by transection and gray bars ESTs regulated by transection and crush). Graph on the right illustrates the time course and number of ESTs up or down-regulated in the retina at each time after IONC (white bars represent ESTs specifically regulated by crush and gray bars ESTs regulated by transection and crush). In **C** and **D** the regulated sequences (either genes or ESTs) were clustered according to when they started to show regulation and how long they were regulated either at one time point (12 h, 24 h, etc) or at several (regulated from 12 h to 24 h, from 12 h to day 3, etc). The number of upregulated sequences is shown in the positive y-axis and number of downregulated ones in the negative y-axis. All sequences were significantly regulated (p value FDR <0,01 and a B value >0) compared to naïve expression levels.

### Antibodies and working dilutions

All antibodies were diluted in phosphate buffered saline with 0.1% Triton (PBSTx) or phosphate buffered saline with 0.1% Tween 20 (PBSTw) for immunohistofluorescence and western blotting experiments, respectively.

#### Primary antibodies

Rabbit anti-β-actin (Santa Cruz Biotechnologies, Heidelberg, Germany) was diluted at 1:200 for western blotting analysis. Rabbit anti-TRADD (Abcam, Cambridge, UK) was diluted 1:70 for western blotting and 1:50 for immnunofluorescence experiments. Mouse anti-TNF- R1 (H-5, Santa Cruz Biotechnologies, Heidelberg, Germany) was diluted: 1:200 for western blotting and 1:50 for immunohistofluorescence studies. Rabbit anti-c-Fos (4, Santa Cruz Biotechnologies, Heidelberg, Germany) was diluted 1:200 for western blotting and 1:50 for immunohistofluorescence experiments. Rabbit anti-active Caspase 3 (H-277, Santa Cruz Biotechnologies, Heidelberg, Germany) was diluted 1:200 for western blotting analysis. Rabbit anti-total Caspase 3: (BD Biosciences PharMingen, Franklin Lakes, NJ) was diluted 1:200 for western blotting and immunohistofluorescence experiments.

#### Secondary antibodies

Peroxidase-conjugated AffiniPure Goat anti-Mouse IgG (H^+^L) and peroxidase- conjugated AffiniPure Goat anti-Rabbit IgG (H^+^L; both from Jackson ImmunoResearch, Suffolk, UK) were diluted 1:5000 in PBSTw for secondary detection in western blot analyses. In immunohistofluorescence experiments secondary detection was performed using Alexa Fluor 568-goat anti-mouse IgG (H^+^L; Molecular Probes, Invitrogen, Barcelona, Spain) and Cy3-goat anti-Rabbit IgG (H^+^L; Jackson ImmunoResearch) diluted 1:500 in PBSTx. These antibodies were previously checked for unspecific labeling (4 h incubation onto retinal sections without primary antibody incubation).

## Results

### General overview: number of sequences that are regulated in the retina by optic nerve injury

We performed a time-course analysis of the retinal transcriptome in two different models of pathological RGC death, optic nerve transection and optic nerve crush, and compared them to naïve retinas. Based on anatomic data from our group [3,5], we choose five time points post-lesion (pl), 12 h, 24 h, 48 h, 3 day, 7 day, and 15 day (further details on number and array replicas see Methods). 

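Retinal RNA was measured on Affymetrix arrays of rat transcripts, in which a probe set sums the signal of several short probes for 1 transcript. The 35 arrays comprised 5 of naive retinas, 15 after IONC and 15 after IONT. IONC was sampled at 12 h, 24 h, 48 h, 3 d and 7 d with 3 arrays each, and IONT with 3 arrays each at 12 h, 48 h and 7 d and 2 each at 24 h, 3 d and 15 d. Each array carried RNA pooled from 4 retinas of different animals, so p-values measure the spread between pools and not between animals. The authors deposited log2 signals made with GCRMA, which subtracts background from the probe signals, normalizes by quantiles and summarizes the probes. The array medians lay between 4.27 and 4.6 on the log2 scale. From these values, 31042 probe sets were tested in 1 linear model over all arrays with limma, each injured group against naive and IONC against IONT at the 5 shared time points. A probe set was called changed at an adjusted p under 0.01, a log odds (B) above 0 and a change of at least 1.2-fold. A gene was represented by its probe set with the highest mean signal, and changes are log2 differences from the naive mean unless stated otherwise. With the spread of the fitted arrays, of 100 probe sets given a simulated log2 change of 1 at 12 h after IONC, 36 were recovered, and of 100 given a change of 2, 83. These probe sets had a mean log2 value above 6, and the simulated noise had the same spread in all groups. On the arrays the median SD was 0.534 at 12 h after IONC and 0.0634 to 0.152 in the other groups. Recovery was therefore not tested for weak signals or for the real spread at 12 h after IONC. The probe sets for the 3′ and 5′ ends of β-actin, a control for how complete the labelled transcripts are, divided the arrays. The 3′ minus 5′ difference was 1.53 to 1.93 in 27 arrays (array set 1) and 2.61 to 3.65 in the other 8 (array set 2). Array set 2 holds naive replicates 4 and 5 and both arrays of each of IONT 24 h, 3 d and 15 d. Replicate 2 of IONC 12 h also stood apart, with a median correlation to the other arrays of 0.871 against 0.962 to 0.992 for the rest. The SD of its log2 signals over all probe sets was 2.30, against 2.89 to 3.03 for the rest. The fit was therefore repeated with the array set as a term and without IONC 12 h replicate 2. Where a gene's call ended under either fit, its value there or only the range over all alternatives is given. Fits with fewer arrays ended many calls: of the 600 called values of the genes named here, 354 ended when each pair of groups was fitted alone and 233 when groups were compared within an array set, which also removes the difference between array sets. These fits are not named again at each gene.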

At early time points (from 12 hpl to 3 days post lesion [dpl]) no RGC death is observed. At 7 dpl, 38% (IONT) and 20% (IONC) of the RGCs have died. Finally, 90% and 68% of the RGCs have disappeared two weeks after IONT and IONC, respectively.

**Figure 2:**
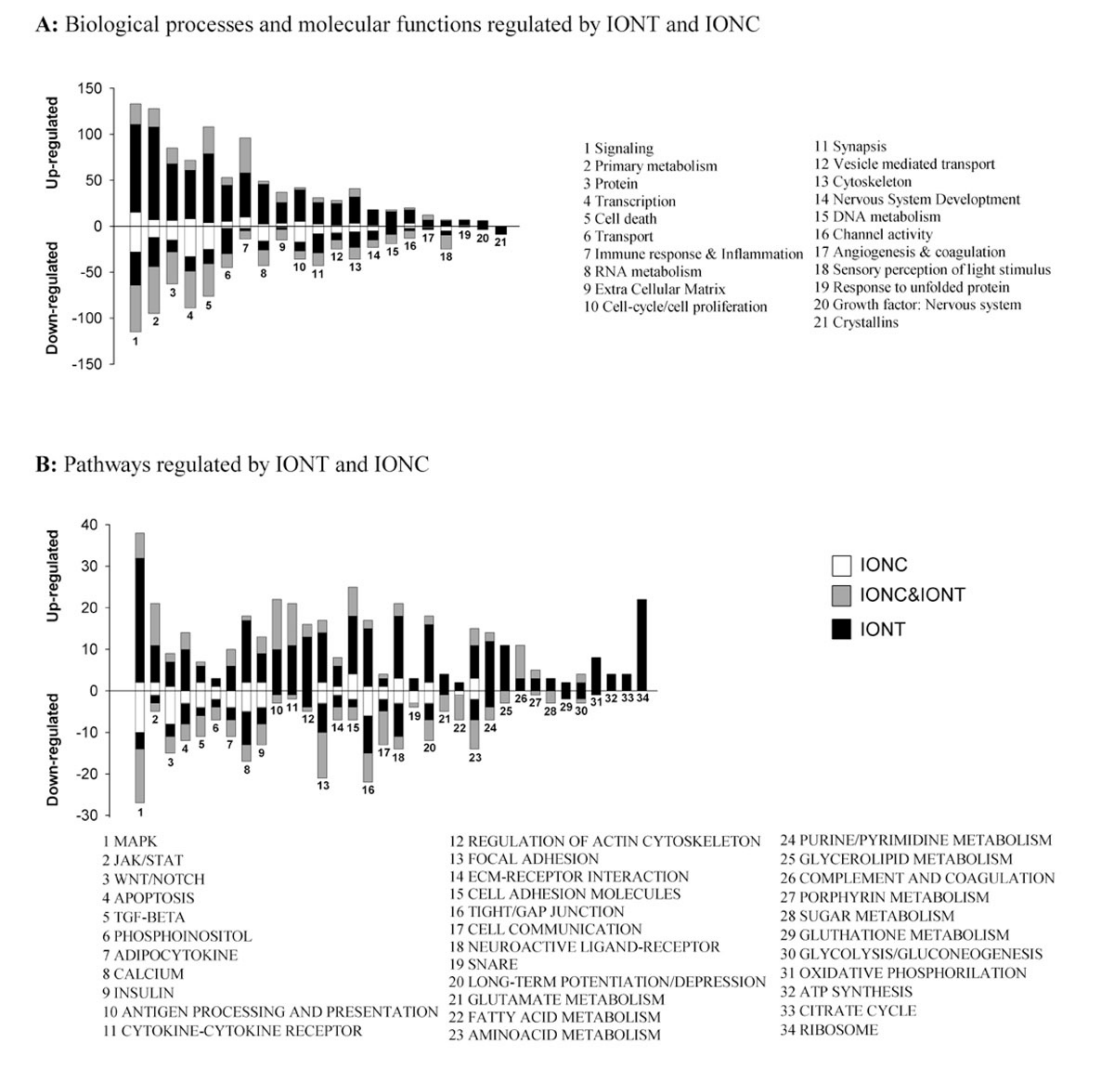
Functional clustering of genes regulated after optic nerve injury in the adult rat retina. **A:** Graph showing which biologic processes and molecular functions are regulated by intraorbital nerve transection (IONT) and intraorbital nerve crush (IONC) in the adult rat retina and the number of up and down-regulated genes in each one. **B:** Graph showing which pathways are regulated by IONT and IONC in the adult rat retina and the number of up- and down-regulated genes in each one. From 1 to 9: pathways related to cell signaling; from 10 to 11 pathways related to inflammation and immune system; from 12 to 16 pathways related to cytoskeleton; from 17 to 21 pathways related to synapse and from 22 to 25, and 27 to 32 pathways related to basic metabolism. Clusters with a pEASE value <1.00E-04 were considered significant. Black bars represent the number of genes of a given cluster specifically regulated by IONT, white bars specifically regulated by IONC and gray bars commonly regulated by both lesions. The number of upregulated genes in each cluster is shown in the positive y-axis and number of downregulated ones in the negative y-axis Abbreviations: IONT: intraorbital nerve transection. IONC: intraorbital nerve crush.

The global number of sequences (genes and ESTs) that were regulated in this study (p value FDR <0,01, B value >0) is shown in Figure 1A. 

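Mmp3, a protease that digests extracellular matrix, rose from 2.17 ± 0.01 (SD, n = 5) in naive retinas to 10.19 ± 0.46 (SD, n = 3) at 12 h after IONT, a change of 8.01 (standard error 0.99, adjusted p = 1.27e-05) that is a lower bound, since the naive signal is near the lowest on the arrays. After IONC its change was 5.68 (standard error 0.99, adjusted p = 0.000349), a lower bound for the same reason. Timp1, an inhibitor of such proteases, rose by 4.21 (standard error 0.48, adjusted p = 4.69e-06) after IONT and 4.67 (standard error 0.48, adjusted p = 4.18e-07) after IONC. Opn1sw, the short-wavelength opsin of cones, fell at the same time, with changes of -3.62 (standard error 0.33, adjusted p = 8.01e-08) after IONT and -4.09 (standard error 0.33, adjusted p = 7.24e-09) after IONC. Reep6, a membrane-shaping protein of rods, changed by -2.54 (adjusted p = 4.52e-08) after IONT and -2.01 (adjusted p = 7.4e-07) after IONC. For these 4 genes every array at 12 h lay beyond all 5 naive arrays. Over its 6 time points IONT changed 2942 probe sets, and over its 5 time points IONC changed 2027, which is 31.1% fewer. Of these, 850 changed after both lesions, 2092 after IONT alone and 1177 after IONC alone, although a call after 1 lesion does not show a difference between lesions. Leaving out IONC 12 h replicate 2 gave totals of 6891 and 3470, with 2404 in common. Without IONC 12 h replicate 3 IONC changed 4214, and with the array set as a term IONT and IONC changed 1665 and 1483.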

The first observation is that IONT triggers a higher retinal transcriptome regulation (by 36.2%) than IONC does (3,219 sequences regulated after IONT and 1,996 after IONC). This is not due to the extra time point analyzed after IONT (day 15) since if these sequences are removed, IONT regulation is still higher by 29.8% (2,846 IONT sequences regulated from 12 hpl until 7 dpl). 

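Slc17a6, the vesicular glutamate transporter of retinal ganglion cells (RGCs), fell at 15 d after IONT from 9.92 ± 0.14 (SD, n = 5) to 3.43 ± 0.08 (SD, n = 2), a change of -6.49 (standard error 0.32, adjusted p = 6.38e-13). Nrn1, a membrane-anchored neuritogenic factor, and Prph, a neuronal intermediate filament, changed by -6.11 (adjusted p = 5.77e-12) and -5.03 (adjusted p = 3.59e-09). S100a3, a calcium-binding protein, rose by 3.49 (standard error 0.55, adjusted p = 0.000139), as did Cnpy1, a chaperone-like protein, by 2.99 (adjusted p = 8.42e-08). Cd74, the invariant chain of class II antigen presentation, had a change of 3.42 (adjusted p = 0.000727), but the call ended with the array set as a term (adjusted p = 0.0391) and without either IONT 15 d array (log2 change 2.54 to 3.99 over 51 alternatives). At 15 d, 1251 probe sets were called, 1045 of them higher, and both arrays belong to array set 2. With the array set as a term 580 were called, without IONT 15 d replicate 2 663 and without IONC 12 h replicate 2 2193. With arrays centred on their medians 5430 were called, 90.6% of them lower. From 12 h to 7 d, IONT changed 2162 probe sets and IONC 6.24% fewer. That order turned with the array set as a term (1281 after IONT against 1483 after IONC). Without IONC 12 h replicate 2 IONT changed 5691 probe sets by 7 d against 3470 after IONC.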

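IONC and IONT were compared directly at each shared time point, since a gene called after 1 lesion alone need not differ between lesions. At 12 h, Clcf1, a cytokine of the ciliary neurotrophic factor family, was higher after IONC than after IONT by 1.94 (standard error 0.19, adjusted p = 2.21e-06). Metrn, a secreted factor of glial differentiation, was higher by 1.34 (adjusted p = 4.36e-05). Slc26a8, an anion transporter, was lower after IONC, with a difference of -4.35 (standard error 0.30, adjusted p = 2.71e-09). It had risen after IONT (5.03, adjusted p = 7.65e-12), whereas after IONC its change was 0.68 (adjusted p = 0.0475). Mthfd2, an enzyme of mitochondrial folate metabolism, and Chac1, which degrades glutathione, differed by -4.08 (adjusted p = 0.000212) and -3.67 (adjusted p = 0.000382). Atf3, a transcription factor of injured neurons, differed by -3.27 (adjusted p = 0.00212), a call that ended without IONT 12 h replicate 2 or 3 (log2 change -4.35 to -2.03 over 50 alternatives). Of 2600 genes with a called probe set, 1213 were called after IONT alone, 752 after IONC alone and 635 after both. The lesions themselves differed in 290 probe sets at 12 h, 1912 at 24 h, 32 at 48 h, 1551 at 3 d and 9 at 7 d. At 24 h and 3 d the IONT arrays are of array set 2 and the IONC arrays of array set 1, and with that set as a term 73 and 39 probe sets differed. At 12 h the number was 65 without IONT 12 h replicate 2, 180 without IONC 12 h replicate 2 and 1460 without IONC 12 h replicate 3.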

Out of all the regulated sequences, 2,071 sequences correspond to genes (Figure 1B), which can be divided into: a) genes regulated only by IONT (1,117, IONT-specific genes); b) genes regulated only by IONC (293, IONC-specific genes); and c) genes regulated after both injuries (661, IONT and IONC common genes).

### Number of sequences regulated after intraorbital nerve transection and intraorbital nerve crush in the adult rat retina and their time course expression

#### Genes

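Junb, an immediate early transcription factor, was among the genes called early after IONT, with changes of 4.03 (standard error 0.57, adjusted p = 7.78e-05) at 12 h and 4.05 (adjusted p = 4.26e-05) at 48 h. After IONC its change at 12 h was 3.28 (adjusted p = 0.000329), and by 7 d it was 1.41 (adjusted p = 0.189) after IONT and 1.53 (adjusted p = 0.213) after IONC. Ecel1, a membrane protease of injured neurons, followed a late course. At 12 h its changes were 0.42 (adjusted p = 0.97) after IONT and 1.27 (adjusted p = 0.0386) after IONC, and at 7 d it had risen by 4.74 (standard error 0.43, adjusted p = 1.05e-07) and 4.26 (standard error 0.43, adjusted p = 1.24e-06). After IONT the probe sets called were 215 higher and 188 lower at 12 h, 580 higher and 223 lower at 24 h, 338 higher and 474 lower at 48 h, 621 in all, 453 of them higher, at 3 d, and 452, 329 of them lower, at 7 d. After IONC they were 396 higher and 1357 lower at 12 h, 109 higher and 249 lower at 24 h, 208 higher and 290 lower at 48 h, 54 higher and 112 lower at 3 d and 79 higher and 151 lower at 7 d. Single arrays moved these numbers. Leaving out 1 array gave totals from 233 to 2054 at 7 d after IONT and from 39 to 1332 at 3 d after IONC, and the highest totals at these 2 time points came without IONC 12 h replicate 2. With arrays centred on their medians 50.6% and 61.0% of the probe sets called at 24 h and 3 d after IONT were lower.

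**Figure D1:**
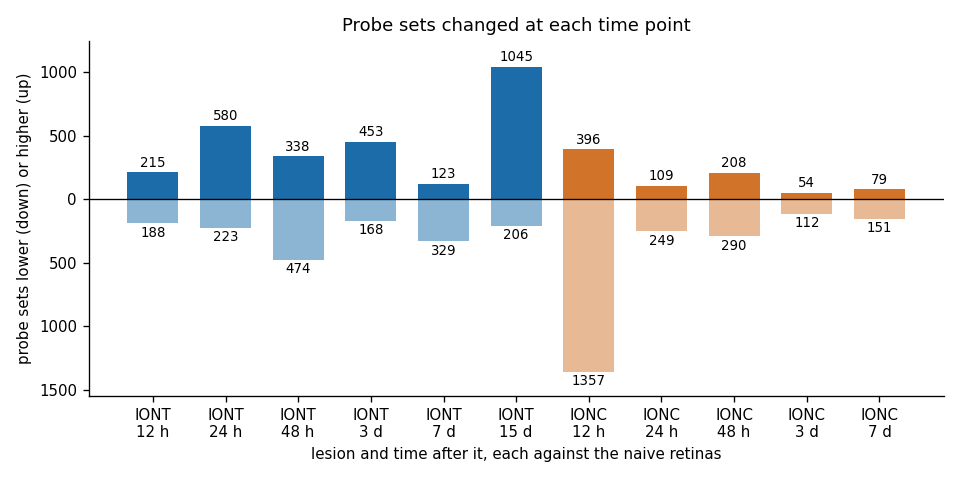
Number of probe sets called higher (bars above 0) and lower (paler bars below 0) than naive at each time point, after IONT in blue and after IONC in orange. The longest bar is the 1357 probe sets lower at 12 h after IONC.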

The number of upregulated and downregulated genes and their temporal course of expression are summarized in Figure 1C. 

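Trib3, a pseudokinase of the integrated stress response, which cells use when amino acids run short, fell at 12 h after IONC from 7.63 ± 0.38 (SD, n = 5) to 3.92 ± 1.61 (SD, n = 3), a change of -3.72 (standard error 0.45, adjusted p = 3.95e-06). Sesn2, a leucine sensor, changed by -3.28 (standard error 0.41, adjusted p = 5.91e-06), and Slc7a1, the transporter of cationic amino acids, by -3.99 (standard error 0.63, adjusted p = 0.000127). Smarcd1, a subunit of a chromatin remodelling complex, changed by -3.41 (adjusted p = 2.01e-05) and Prc1, a microtubule bundling protein, by -3.04 (adjusted p = 9.46e-09). For each of these 5 genes the 3 arrays at 12 h lay below all naive arrays. Of 23 genes of the unfolded protein and integrated stress responses, 8 were lower and 1 higher at 12 h after IONC (adjusted p = 0.0989). Of the 2027 probe sets changed after IONC, 1308 (64.5%) were called at 12 h and at no other time point. Leaving out IONC 12 h replicate 2 made this share 14.4%. The 1357 probe sets lower at 12 h had median changes of -0.79, -1.92 and -0.76 in replicates 1, 2 and 3. Their median at 24 h after IONC was -0.59. At 12 h after IONT it was -0.42, and 154 of them were called lower there. These medians share the naive arrays against which the probe sets were chosen, which by itself makes them lower. They therefore do not measure what remained at 24 h, and a call at 12 h alone does not show a return to the naive level.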

Gene regulation is mainly transient after IONC (Figure 1C, right) where 59.6% out of the total IONC-triggered genes are regulated only at one time point, namely at 12 hpl. This differs from IONT where most genes (68.7%) are regulated at more than one time point (Figure 1C, left). Thus, IONT induces mainly a sustained response and IONC a transitory response. 

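Edn2, an endothelin made by stressed photoreceptors, was called after IONT at every time point but 7 d, with changes of 4.67 (standard error 0.41, adjusted p = 5.34e-08) at 12 h, 1.47 (adjusted p = 0.0425) at 7 d and 3.28 (adjusted p = 3.33e-05) at 15 d. After IONC it was 3.66 (adjusted p = 1.09e-06) at 12 h and 3.08 (adjusted p = 6.23e-05) at 7 d. Cebpd, a transcription factor of inflammation, had changes after IONC of 3.96 (adjusted p = 2.17e-07) at 12 h and 2.75 (adjusted p = 0.000163) at 7 d. Nfkb2, a precursor of a nuclear factor kappa B subunit, was called at 12 h after IONC (2.11, standard error 0.27, adjusted p = 6.9e-06) and at no other time after either lesion, with 0.67 (adjusted p = 0.193) at 48 h. Of the probe sets changed after IONT, 979 (33.3%) were called at more than 1 time point and 4 at all 6. Of those changed after IONC, 1519 (74.9%) were called at 1 time point and 52 at all 5. Counted by genes, 34.5% were called at more than 1 time point after IONT and 73.2% at 1 time point after IONC. Without IONC 12 h replicate 2, 51.8% of the probe sets changed after IONC were called at 1 time point. A call depends on a threshold at each time point, so these shares mix duration with the number and spread of the arrays. They rest on limma alone, whereas the paper also ran a regression over time to keep sequences with modest but lasting changes. From its counts of genes regulated at 1 and at more than 1 time point (Figure 1C), the paper concludes that the response is mainly sustained after IONT and transitory after IONC.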

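Genes of rods were among those that fell after both lesions. Gnat1, the transducin subunit of rods, was 14.34 ± 0.07 (SD, n = 5) in naive retinas and changed by -1.38 (standard error 0.09, adjusted p = 6.65e-10) at 48 h after IONT and by -1.27 (standard error 0.09, adjusted p = 1.94e-09) at 12 h after IONC. Slc24a1, a calcium exchanger of the rod outer segment, changed by -0.93 (adjusted p = 0.000152) and -1.37 (adjusted p = 5.23e-07), and Grk1, a kinase of rod phototransduction, by -2.04 (adjusted p = 3.17e-06) and -2.22 (adjusted p = 5.79e-07) at these times. Of 22 rod markers, 11 were called lower and 1 higher at some time after IONT, and 13 lower and none higher after IONC (over-representation among lower genes, Fisher's exact test, adjusted p = 2.94e-09 and 1.05e-09). The counts were 2 higher and 12 lower after IONT and 1 higher and 8 lower after IONC without IONC 12 h replicate 2. Among probe sets changed after IONT, 63.7% were called higher and never lower (Wilson 95% interval 61.9 to 65.4). Among those changed after IONC, 72.8% were called lower and never higher (interval 70.8 to 74.7). By genes, 1103 were higher and 696 lower after IONT, with 49 called in both directions. After IONC 421 were higher and 966 lower. The shares without IONC 12 h replicate 2 were 58.0% higher after IONT and 51.4% lower after IONC. With cyclic loess normalization they were 54.6% and 53.9%, and with arrays centred on their medians 17.2% were higher after IONT. Both arrays at each of 24 h, 3 d and 15 d after IONT, where most probe sets called were higher, are of array set 2.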

In Figure 1C, it is also noticeable that after IONT, 60% of the genes are upregulated whereas after IONC 67% are down-regulated. Genes that are regulated after both lesions follow the same pattern of upregulation or downregulation with just a few exceptions (Appendix 1). However, though similarly regulated after both injuries, they do not always follow the same time course. This is observed in Figure 1C where the gray bars (common genes) in the IONT graph do not correlate to the same time points shown in the IONC graph and vice versa.

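Serpina3n, a protease inhibitor of reactive astrocytes, rose by 6.34 (standard error 0.96, adjusted p = 0.000179) at 12 h after IONT and by 5.98 (standard error 0.96, adjusted p = 0.000505) at 48 h after IONC, where the call ended without IONC 48 h replicate 1 and in a fit of IONC alone (log2 change 5.24 to 6.36 over 51 alternatives). Lcn2, an iron-trafficking protein of reactive glia, rose by 4.79 (adjusted p = 2.87e-05) at 48 h after IONT and 4.40 (adjusted p = 0.000219) at 24 h after IONC. Nefh, the heavy neurofilament, fell from 10.09 ± 0.37 (SD, n = 5) to 5.03 ± 0.59 (SD, n = 3) at 7 d after IONT (-5.06, standard error 0.26, adjusted p = 5.63e-12) and to 6.20 ± 0.43 (SD, n = 3) after IONC (-3.90, standard error 0.26, adjusted p = 1.06e-09). Nell2, a secreted factor of RGCs, changed at 7 d by -2.85 (adjusted p = 5.14e-06) after IONT and -2.65 (adjusted p = 2.58e-05) after IONC. All arrays of these 4 genes at these times lay on 1 side of the 5 naive arrays. Of the 850 probe sets changed after both lesions, 257 were higher after both, 543 lower after both and 50 moved in opposite or mixed directions. That is 94.1% in 1 direction, and if calls after the lesions were independent 33.3 would be higher and 48.5 lower after both. Both lesions were compared with the same naive arrays, which by itself makes their changes alike.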

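Tyrobp, an adaptor of microglial receptors, was called at 12 h after both lesions, at 1.98 (adjusted p = 0.00028) after IONT and 2.90 (adjusted p = 6.85e-07) after IONC. Its changes at 48 h were 2.44 (adjusted p = 1.3e-05) and 2.49 (adjusted p = 2.82e-05). At 24 h it was called after IONC (2.10, standard error 0.31, adjusted p = 0.000219), whereas after IONT its change was 0.92 (adjusted p = 0.136). Crym, a thyroid hormone binding protein of Müller glia, had changes at 48 h of 1.39 (adjusted p = 8.43e-06) after IONT and 1.09 (adjusted p = 0.000373) after IONC. At 3 d after IONC its change was 0.41 (adjusted p = 0.268). Pitpnm3, a phosphatidylinositol transfer protein of photoreceptors, fell at 12 h, with changes of -2.23 (standard error 0.15, adjusted p = 5.01e-10) after IONT and -2.24 (adjusted p = 1.1e-09) after IONC. At 48 h its changes were -2.14 (adjusted p = 1.15e-09) and -1.25 (adjusted p = 1.5e-05). Of the 850 probe sets changed after both lesions, 98 were called at an identical set of the 5 shared time points. Across probe sets, the changes after IONT and IONC had correlations of 0.552 at 12 h, 0.817 at 48 h and 0.847 at 7 d. At 24 h and 3 d, where the lesions were measured in different array sets, they were -0.197 and -0.168. With the array set as a term, these 5 correlations were 0.753, 0.772, 0.777, 0.257 and 0.284 in the same order. Probe sets are not independent replicates, and simulated data with no change gave 0.326 to 0.376 because the lesions share their naive arrays. The simulated noise does not carry the difference between array sets, so it may give too low a value. No such value is given for the fit with the array set as a term. With the naive arrays split between the lesions the correlations were 0.414 at 12 h, 0.608 at 48 h and 0.605 at 7 d. At 24 h and 3 d they were -0.194 and -0.171.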

**Table 3:** Array validation.

	IONT 12 h		IONT 48 h	
Gene Symbol	qRT–PCR	Array	qRT–PCR	Array
*Ahr*	4.37 (0.78)	9.12 (1.02)	3.85 (0.72)	8.37 (1.40)
*Calr*	*1.09 (0.13)*	*1.11 (1.03)*	1.36 (0.11)	1.83 (1.11)
*Ccl2*	121.15 (33.88)	75.30 (1.22)	86.94 (29.06)	55.59 (1.41)
*Clu*	1.49 (0.12)	1.70 (1.14)	2.17 (0.03)	2.26 (1.02)
*Eef2k*	2.25 (0.34)	1.14 (0.15)	1.69 (0.26)	1.27 (1.13)
*Lcn2*	8.24 (2.28)	16.98 (1.80)	8.52 (0.52)	27.17 (1.12)
*Litaf*	7.09 (0.74)	8.31 (1.15)	6.09 (0.99)	9.14 (1.02)
*Stat1*	3.44 (0.37)	6.52 (1.26)	3.28 (0.82)	7.33 (1.21)
*Tnfrsf12a*	3.64 (0.35)	5.79 (1.09)	3.32 (0.37)	11.76 (1.01)
*Tnfrsf1a*	3.55 (0.02)	7.15 (1.15)	5.63 (0.49)	6.22 (1.11)
				
	IONC 12 h		IONC 48 h	
Gene Symbol	qRT–PCR	Array	qRT–PCR	Array
*Ahr*	3.29 (0.21)	6.65 (1.30)	1.79 (0.41)	1.74 (1.64)
*Calr*	1.62 (0.16)	1.41 (1.35)	1.25 (0.18)	1.71 (1.21)
*Ccl2*	174.77 (117.53)	49.75 (6.16)	55.86 (54.69)	29.54 (3.05)
*Clu*	2.61 (0.53)	2.08 (1.35)	1.54 (0.6)	1.96 (1.04)
*Eef2k*	1.76 (0.28)	2.56 (1.76)	*1.07 (0.28)*	*1.39 (1.13)*
*Lcn2*	11.39 (4.45)	17.09 (3.00)	4.76 (1.76)	16.66 (1.8)
*Litaf*	6.36 (1.2)	6.12 (1.5)	4.65 (1.57)	5.07 (1.27)
*Stat1*	5.69 (2.4)	9.85 (1.9)	3.19 (1.69)	6.30 (1.81)
*Tnfrsf12a*	4.54 (0.78)	4.77 (3.14)	3.78 (1.37)	10.61 (1.50)
*Tnfrsf1a*	4.57 (2.14)	8.88 (1.35)	4.38 (0.95)	5.90 (1.45)

This table shows qRT–PCR and array fold changes of mRNA levels in retinal samples following intraorbital nerve transection (IONT), and intraorbital nerve crush (IONC) at 12 h and 48 h post lesion (hpl). Changes are in relation to naïve retina values that were arbitrarily set to 1. Numbers in italic indicate not significant changes. Standard error of the mean (SEM) for each experiment is shown in brackets. Abbreviations: 12 h: 12 h post-lesion; 48 h: 48 h post-lesion.

#### Expressed sequence tags

The pattern of temporal distribution and regulation of ESTs resembles that of the annotated sequences as shown in Figure 1D. 

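Probe sets without a gene symbol in the platform annotation stand here for the expressed sequence tags. After IONT, 902 of the changed probe sets had no symbol, and after IONC 419. Those with a symbol made up 69.3% of the probe sets changed after IONT and 79.3% of those changed after IONC, against 68.5% of all tested. Over time, 98 probe sets without a symbol were called at 12 h after IONT, 327 at 24 h, 186 at 48 h, 212 at 3 d, 104 at 7 d and 414 at 15 d. After IONC the numbers were 367, 82, 90, 38 and 50 from 12 h to 7 d. Among probe sets with a symbol, LOC102553824, a predicted locus of unknown function, was among the largest increases at 12 h after IONT. Its change was 5.22 (standard error 0.44, adjusted p = 4.34e-08), and it was called at 12 h after IONC as well (3.00, adjusted p = 5.04e-05).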

Since the optic nerve injury triggers a high number of gene regulation responses in the retina, we focused this study on the regulation of annotated sequences, leaving aside the ESTs.

### Functional clustering of optic nerve injury-regulated genes

Genes regulated after IONC and IONT were clustered using the web-based tools, DAVID and EASE [24,25]. The main clusters (pEASE <1,00E-04) and cell pathways regulated after IONT and IONC and the number of genes in each one are summarized in Figure 2. A detailed and comprehensive list can be found in Appendix 2 and Appendix 3. Each main cluster was hierarchically divided into sub-clusters based on more specific functions (i.e., main cluster included cell death and sub-clusters included apoptosis, autophagy, and inflammatory response linked to cell death). The highest regulated biologic processes were signaling (cluster 1, pathways 1–9), cytoskeleton and associated processes (cluster 13, pathways 12–16), primary metabolism (clusters 2 and 3 and pathways 22–25 and 27–33 where generation of cellular energy, pathways 30–33, is altered mainly after IONT, although glycolysis and gluconeogenesis are affected by IONC as well), protein metabolism (cluster 3, pathways 21 and 23), immune response and inflammation (cluster 7, pathways 10 and 11, which are mainly upregulated after both injuries), ribosomal protein genes (pathway 34, regulated after IONT but not after IONC), and RNA metabolism, processing, and translation (cluster 8, affected after both lesions but mainly upregulated after IONT and downregulated after IONC).

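Nefl, the light neurofilament of axons, changed at 7 d by -2.98 (standard error 0.20, adjusted p = 4.97e-10) after IONT and -2.39 (standard error 0.20, adjusted p = 5.48e-08) after IONC, and Nefm, the medium one, by -2.19 (adjusted p = 1.32e-06) and -2.24 (adjusted p = 1.7e-06). Of 32 cytoskeletal genes, 7 were called lower and 3 higher at some time after IONT (over-representation among lower genes, adjusted p = 0.0018), and 4 lower and 3 higher after IONC (9 higher and 12 lower after IONT and 11 higher and 7 lower after IONC without IONC 12 h replicate 2). At 7 d the median of this list was 0.07 after IONT and 0.11 after IONC (adjusted p = 0.476 and 0.299), while RGC markers had -1.79 and -1.33, with 10 and 9 of 21 lower (adjusted p = 0.00451 and 0.00256 with an estimated correlation). Pfkfb2, which sets the pace of glycolysis, fell at 12 h after IONC with a change of -2.48 (standard error 0.38, adjusted p = 7.65e-05), a call that ended with array weights (log2 change -3.01 to -1.04 over 51 alternatives). Hk2, a hexokinase of photoreceptors, changed there by -3.00 (adjusted p = 0.00145), and this call ended without IONC 12 h replicate 2 (adjusted p = 0.0176) and in a fit of IONC alone (log2 change -3.71 to -1.76 over 51 alternatives). Of 20 glycolytic genes, 5 were called lower after IONT (adjusted p = 0.00658), 0 with the array set as a term, and 2 after IONC (7 and 1 without IONC 12 h replicate 2). With both changes 8 were lower after IONT and 2 after IONC. Averaged over the 5 shared time points, the 44 cytosolic ribosomal protein genes had median changes of 0.27 after IONT and 0.24 after IONC (camera, which compares a list with all other genes, adjusted p = 1.27e-16 and 2.56e-08). These calls ended with an estimated correlation between genes (adjusted p = 0.146 and 0.326), and in naive retinas the list's median difference of array set 2 from array set 1 was -0.40. At single time points 6 of these genes were called higher after IONT and none after IONC, and without IONC 12 h replicate 2 the numbers were 29 and 14. With the array set as a term limma called 0 higher after IONT and 0 after IONC. With that term the list was lower after IONC than after IONT over the mean (median difference -0.18, adjusted p = 1.48e-10 by camera with the preset correlation). Without it the median difference was -0.01 (adjusted p = 0.918, and 0.99 with an estimated correlation). Over the mean, 3 and 7 were higher when adjusted over the list alone. Of 87 genes of oxidative phosphorylation, 1 was higher and 1 lower at some time after IONT, and 3 lower after IONC. With IONC 12 h replicate 2 left out they were 16 higher and 7 lower after IONT, and 12 higher and 3 lower after IONC. Of 27 synaptic vesicle genes 4 were lower after IONC, and limma called 0 after IONT, while 3 and 4 were lower after IONC and IONT without IONC 12 h replicate 2. Of 107 voltage-gated channel genes 4 were lower and 6 higher after IONT and 3 lower after IONC (8 higher and 9 lower after IONT and 1 higher and 6 lower after IONC without IONC 12 h replicate 2).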

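The JAK/STAT pathway, which carries cytokine signals to the nucleus, was higher after both lesions. Stat3, its main factor in reactive glia, rose by 2.78 (standard error 0.36, adjusted p = 1.5e-05) at 48 h after IONT, and by 2.26 (adjusted p = 0.000475) at 24 h after IONC, where the call ended in a fit of IONC alone (log2 change 1.73 to 2.42 over 51 alternatives). Jak3, a receptor-bound kinase, changed at 12 h by 2.03 (adjusted p = 0.000316) after IONT and 2.51 (adjusted p = 9.48e-06) after IONC. Of 26 genes of the pathway, 4 were higher after IONT and 7 higher and 1 lower after IONC over the mean of the 5 shared time points (5 and 7 higher when adjusted over the list alone). The pathway as a list was higher after both lesions (adjusted p = 9.18e-05 and 8.03e-05), also with an estimated correlation (adjusted p = 0.00878 and 0.0158). C1qb, a recognition subunit of complement made by microglia, rose at 48 h after IONC by 3.11 (standard error 0.48, adjusted p = 0.000319). At 48 h after IONT it changed by 2.51 (adjusted p = 0.0016), which ended under 5 of 51 alternatives (log2 change 1.61 to 2.76), among them without IONT 48 h replicate 1 or 2. Of 16 complement genes, 4 were higher over the same mean after IONT and 7 after IONC (7 after each when adjusted over the list alone). The list was higher with an estimated correlation too (adjusted p = 0.00209 and 0.00899). Of 22 genes of antigen presentation, 1 was higher over that mean after IONT and 10 after IONC (6 and 12 adjusted over the list alone), and at some time point 8 were higher and 1 lower after IONT and 12 higher and 1 lower after IONC. With an estimated correlation the adjusted p was 0.0843 after IONT and 0.0399 after IONC. Microglia and macrophage markers had medians of 1.22 and 1.62 over that mean (adjusted p = 0.00771 and 0.0191 with an estimated correlation), and these lists were not told apart from a change in the number of such cells. Ciita, the master regulator of class II genes, fell instead, with changes of -3.39 (adjusted p = 3.01e-07) at 48 h after IONT and -3.48 (standard error 0.33, adjusted p = 1.26e-07) at 12 h after IONC. Interferon response genes had median changes of 0.62 after IONT and 0.99 after IONC (adjusted p = 1.38e-06 and 6.82e-07, but 0.232 and 0.259 with an estimated correlation). Chemokines and cytokines, as a list, had medians of 0.06 and 0.28 (adjusted p = 0.0141 and 0.000176, and 0.279 and 0.126 with an estimated correlation). Genes of the extracellular matrix and adhesion had medians of 0.26 and 0.36 (adjusted p = 0.000579 and 8.18e-05, and 0.232 and 0.205 with an estimated correlation).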

As expected, cell death was highly regulated (cluster 5 pEASE value 5.60E-08 for IONT and 2.20E-7 for IONC). Our data indicate that the retinal cell death caused by optic nerve injury is apoptotic (pathway 4, pEASE value 2,40E-19 for IONT and 4,80E-06 for IONC) since no other cell death mechanism was found statistically regulated. 

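Genes of death receptor signalling, which relays signals from cytokines of the tumor necrosis factor family, were higher as a list after both lesions. Tnfaip3, an enzyme that restrains nuclear factor kappa B, fell, with changes of -1.81 (standard error 0.18, adjusted p = 2.41e-07) at 48 h after IONT and -1.86 (standard error 0.18, adjusted p = 9.14e-08) at 12 h after IONC. Bbc3, a pro-apoptotic Bcl-2 protein induced by p53, rose at 12 h after IONT by 1.47 (standard error 0.20, adjusted p = 4.61e-05), while its change after IONC was -0.01 (adjusted p = 0.959). The difference between the lesions was -1.48 (standard error 0.22, adjusted p = 0.000501). Of 26 genes of death receptors and tumor necrosis factor signalling, 3 were higher and 1 lower over the mean of the shared time points after IONT, and 5 and 1 after IONC. Adjusted over the list alone the counts did not differ. As a list they were higher after both lesions (adjusted p = 0.00593 and 0.00253), also with an estimated correlation (adjusted p = 0.015 and 0.0158). Markers of microglia and macrophages were higher over the same mean, and this list was not told apart from a change in the number of such cells. Of 17 Bcl-2 family genes, 2 were called higher at some time after IONT and none after IONC (3 higher and 1 lower after IONT and 2 higher and 0 lower after IONC without IONC 12 h replicate 2), with list tests at adjusted p = 0.831 and 0.691. Of 7 caspases 1 was called after IONT and none after IONC, where 2 were called higher without IONC 12 h replicate 2. Their list test gave adjusted p = 0.0466 after IONT, a call that ended with an estimated correlation (adjusted p = 0.146) and under 24 of 46 alternatives (adjusted p 0.00354 to 0.956), and adjusted p = 0.342 after IONC. Of 16 p53 targets, 4 were higher after IONT, and 2 higher and 1 lower after IONC (6 higher and 2 lower after IONT and 2 higher and 2 lower after IONC without IONC 12 h replicate 2).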

In total, 186 genes were clustered under cell death out of which 89 and 29 were specific for IONT or IONC, respectively, and 68 were regulated by both lesions (Appendix 3). Some of these genes have been further analyzed.

**Figure 3:**
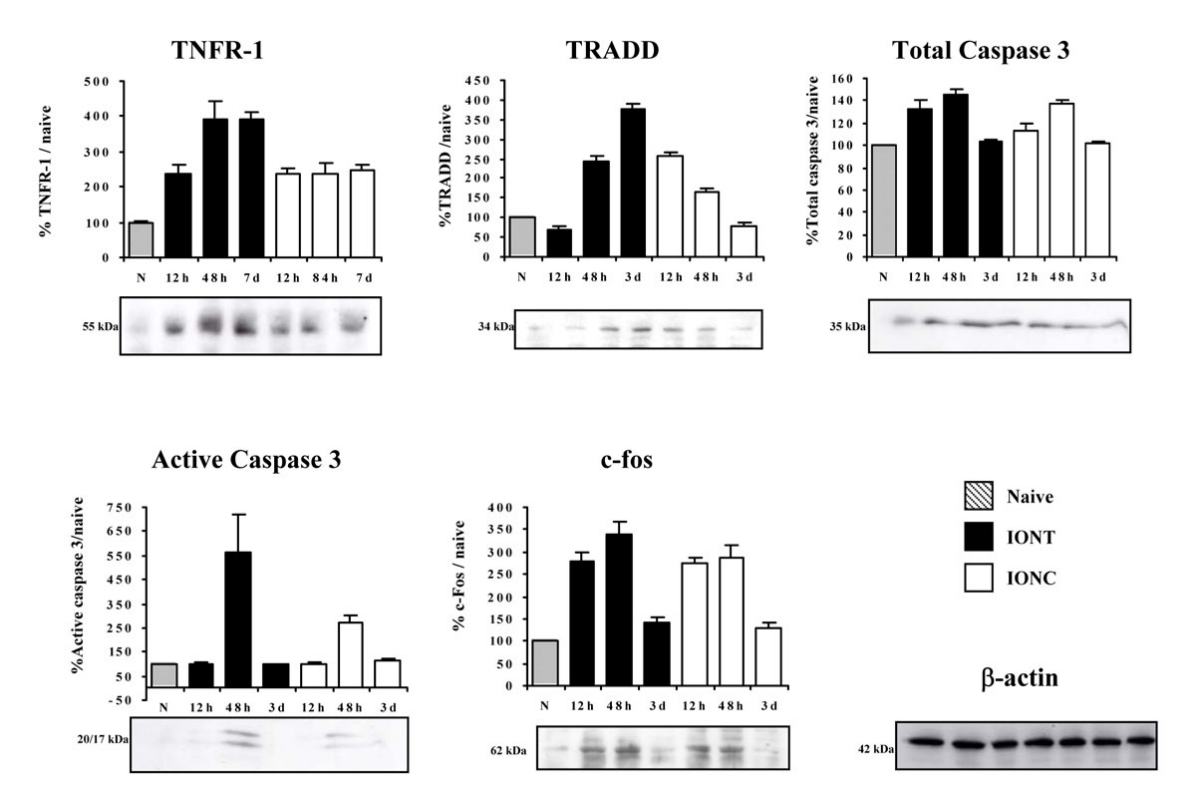
Time course regulation of cell death–related proteins in naïve and optic nerve injured retinas. Western blot time course analyses showing the regulation of tumor necrosis factor receptor superfamily member 1a (TNFR1a), tumor necrosis factor receptor type 1, associated death domain (TRADD), total Caspase 3, active Caspase 3, and c-fos in naïve, intraorbital nerve transection (IONT)-, and intraorbital nerve crush (IONC)-injured retinas. Graphs show quantification of protein signals (n=4 animals per lesion and time point, western blots were replicated three times). The signal from injured retinas is referred to the naïve signal, which was arbitrarily considered 100%. To verify the amount of loaded protein, western blots were incubated with β-actin (an example is shown). Error bars show the standard error of the mean (SEM) for each experiment.

**Figure 4:**
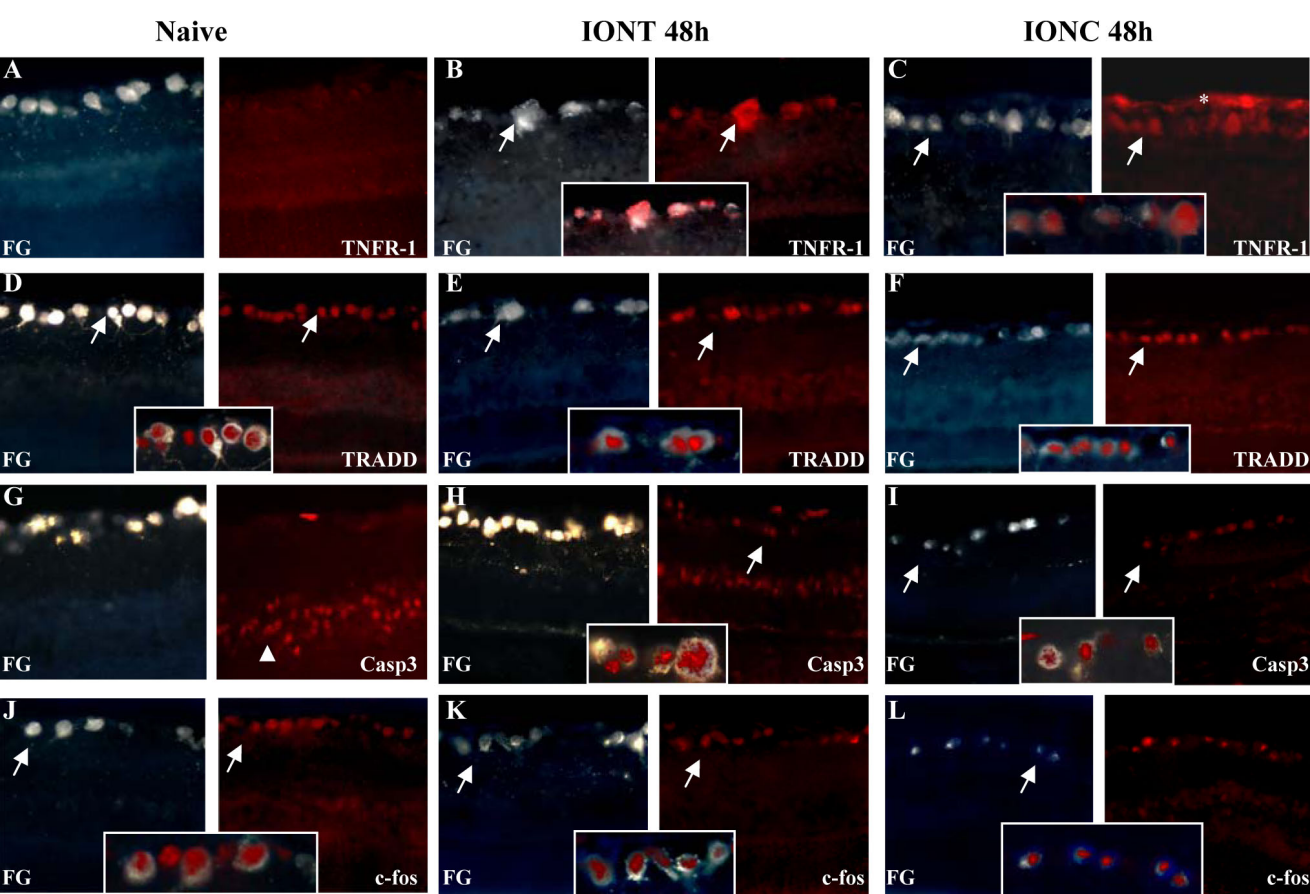
Expression pattern of cell death–related proteins in naïve and optic nerve injured retinas. Immunohistofluorescence analyses for tumor necrosis factor receptor superfamily member 1a (TNFR1a), tumor necrosis factor receptor type 1, associated death domain (TRADD), Caspase 3, and c-fos to fluorogold-traced retinas in naïve, intraorbital nerve transection (IONT) and intraorbital nerve crush (IONC) injured retinas. **A-C:** Expression pattern of TNFR1a (red signal) in naïve retinas (**A**, right), IONT-injured retinas (**B**, right) and IONC-injured retinas (**C**, right). Left images are the corresponding fluorogold (FG) images (blue signal). **D-F:** Expression pattern of TRADD (red signal) in naïve retinas (**D**, right), IONT-injured retinas (**E**, right) and IONC-injured retinas (**F**, right). Left images are the corresponding fluorogold (FG) images (blue signal). **G-I:** Expression pattern of Caspase 3 (red signal) in naïve retinas (**G**, right), IONT-injured retinas (**H**, right) and IONC-injured retinas (**I**, right). Left images are the corresponding fluorogold (FG) images (blue signal). **J-L:** Expression pattern of c-fos (red signal) in naïve retinas (**J**, right), IONT-injured retinas (**K**, right) and IONC-injured retinas (**L**, right). Left images are the corresponding fluorogold (FG) images (blue signal). Magnifications in squares show the co-localization of a given protein with FG-labeled retinal ganglion cells (RGCs). Arrows point to RGC, arrowheads indicate the outer nuclear layer and asterisks mark the nerve layer.

### Array validation

Once genes were annotated and clustered, 10 IONT and IONC upregulated genes related with death and inflammation were chosen for array validation using quantitative-reverse transcriptase-polymerase chain reaction (qRT–PCR). The results are shown in Table 3. 

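On the arrays, Litaf, a lipopolysaccharide-induced regulator of tumor necrosis factor, was 7.0 ± 1.35 (SD, n = 3) times its naive level at 12 h after IONT and 5.15 ± 2.84 (SD, n = 3) times at 12 h after IONC. Ahr, the aryl hydrocarbon receptor, reached 7.22 ± 1.8 (SD, n = 3) times the naive level at 48 h after IONT (adjusted p = 1.52e-06) and 4.39 ± 1.79 (SD, n = 3) times at 12 h after IONC (adjusted p = 5.04e-05). Ccl2, a chemokine that attracts monocytes, reached 72.4 ± 20.4 (SD, n = 3) times at 12 h after IONT (adjusted p = 0.00586), a call that ended under 11 of 51 alternatives (log2 change 5.96 to 6.29), among them with any 1 naive or IONT 12 h array left out and with the array set as a term. Calr, a chaperone of the endoplasmic reticulum, reached 2.26 ± 0.314 (SD, n = 3) times at 48 h after IONT (adjusted p = 0.00191), which ended under 5 of 51 alternatives (log2 change 0.87 to 1.27), among them without IONT 48 h replicate 3. Of the 10 genes measured by qRT-PCR, 9 had a probe set with 1 symbol. Of these 9 genes, 6 were called higher at 12 h and 8 at 48 h after IONT, and 6 at each of these times after IONC. Since the genes were chosen from these arrays as upregulated, the direction is not independent evidence. As a list they were higher over the mean of the shared time points (adjusted p = 1.33e-16 after IONT and 7.48e-11 after IONC, and 0.00209 and 0.0158 with an estimated correlation), with 7 and 8 higher when adjusted over the list alone.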

The analyzed genes follow the same trend after both experiments. However, differences in net regulation between the results that were obtained after both techniques were observed. These differences can be explained by the variations in experimental set-up and the sensitivity of each technique. In the array experiments, all transcripts hybridize simultaneously and the hybridization is not optimized for each single sequence. In the qRT–PCR, each reaction is optimized for measuring the single cDNA of a transcript that the primers were designed to bind to. For the majority of genes studied using qRT–PCR, their regulation was very similar to that observed in the array experiment. The only exception is *Eef2K* that is regulated after IONT when analyzed by qRT–PCR but not in the array analysis. This was probably due to the low level of upregulation observed in the array experiment 12 h after IONT (1.14 fold change compared to naïve levels). The low level of upregulation together with the variability among the array replicas (SEM: 0.15) resulted in a not significant change (p value FDR=0.07). 

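Eef2k encodes the kinase that slows elongation during protein synthesis. At 12 h after IONT its signal was 4.12 ± 0.22 (SD, n = 3), against 4.18 ± 0.25 (SD, n = 5) in naive retinas. The change was -0.06 (standard error 0.31, adjusted p = 1, unadjusted p from limma = 0.856). At 48 h after IONT it was -0.06 (adjusted p = 0.968), and at 12 h after IONC 1.23 (adjusted p = 0.00847), which did not pass because its log odds was not above 0. The change at 12 h after IONC was called without the log odds threshold and ranged from 0.35 to 1.68 over all alternatives. Eef2k was called at 15 d after IONT, at 1.62 (adjusted p = 0.00385), but this ended under 7 of 51 alternatives (log2 change 1.39 to 1.76), among them without either IONT 15 d array, without naive replicate 3 and with the array set as a term. The gene has 4 probe sets, of which the one with the highest mean signal, 4.37, was used. The other 3 had changes of -0.07, 0.17 and 0.07 at 12 h after IONC, and 2 of them were called at 15 d after IONT (1.28, adjusted p = 0.000114, and 1.22, adjusted p = 1.36e-06). In naive retinas these 2 differed between array set 2 and array set 1 by 0.48 and 0.18.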

In conclusion, there is a correlation between both experimental techniques, which validates the array experiment.

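The array changes of the 9 genes were set against the qRT-PCR changes that the paper reports in Table 3, with Ccl2 highest by both methods in each of the 4 comparisons. Across these genes, which are not independent replicates, the log fold changes had Pearson correlations of 0.92 at 12 h and 0.871 at 48 h after IONT. After IONC they were 0.935 at 12 h and 0.876 at 48 h. Exact 2-sided permutation tests gave p = 0.000444, 0.000524, 0.000154 and 0.000491 in that order, each with an adjusted p of 0.000524 over the 4 comparisons. The Spearman correlation was 0.867 at 12 h and 48 h after IONT and 48 h after IONC (exact permutation p and adjusted p = 0.00451), and 0.967 at 12 h after IONC (adjusted p = 0.000661). Without the 2 genes farthest from the median, Ccl2 and Calr or, at 48 h after IONC, Ccl2 and Eef2k, the Pearson correlations were 0.856, 0.874, 0.897 and 0.834. Both methods gave an increase for 8 genes at each time after IONT and for 9 at each time after IONC, and Eef2k was the gene with no increase on the arrays after IONT. The median ratio of the array change to the qRT-PCR change was 1.26 and 1.26 after IONT and 1.08 and 1.36 after IONC. From this relation between the methods, the paper concludes that the array measurements hold.

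**Figure D2:**
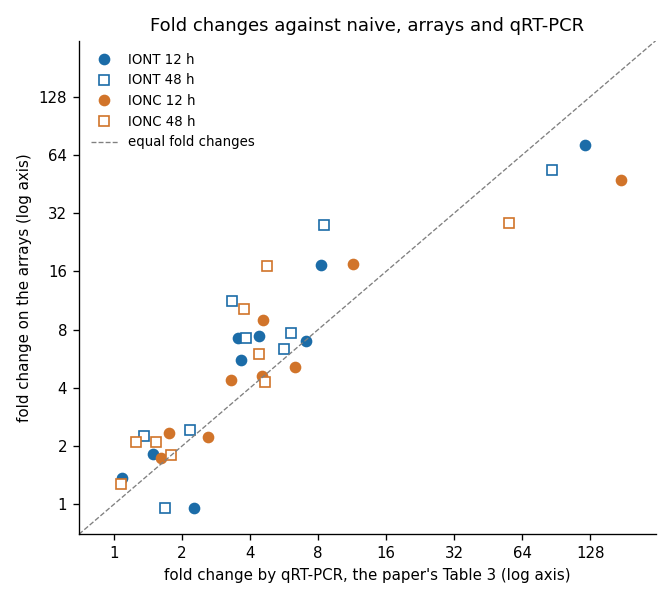
Fold change on the arrays (vertical axis) against the paper's qRT-PCR fold change in Table 3 (horizontal axis), both on log axes, for 9 genes at 12 h (circles) and 48 h (open squares) after IONT (blue) and IONC (orange). The dashed line marks equal changes, and Pearson's r across genes lies between 0.871 and 0.935.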

### Temporal expression level and retinal pattern distribution of a few death-related proteins

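Tnfrsf1a, the receptor that couples tumor necrosis factor to cell death and survival signals, rose from 4.51 ± 0.11 (SD, n = 5) in naive retinas to 7.37 ± 0.27 (SD, n = 3) at 12 h after IONT (2.86, standard error 0.39, adjusted p = 4.9e-05). After IONC it reached 7.68 ± 0.58 (SD, n = 3) at 12 h (3.17, standard error 0.39, adjusted p = 4.3e-06) and was still called at 48 h (2.58, adjusted p = 0.000217). Fos, an immediate early transcription factor, had its largest changes after IONT at 7 d (2.56, standard error 0.55, adjusted p = 0.00816) and at 12 h (2.53, adjusted p = 0.0093). The call at 7 d ended under 32 of 51 alternatives (log2 change 2.32 to 2.65) and that at 12 h under 33 of 51 alternatives (log2 change 2.38 to 2.67), in each case also with the array set as a term. After IONC its changes were 2.24 (adjusted p = 0.00719) at 12 h and 2.09 (adjusted p = 0.0404) at 24 h, with all 3 arrays above the naive arrays at 24 h, and neither passed. Without IONC 12 h replicate 2 both were called (adjusted p = 1.1e-06 at 12 h).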

The mRNA of *tumor necrosis factor receptor 1a (TNFR1a), Caspase 3 (Casp3)* and *c-fos* is upregulated after both optic nerve injuries (Appendix 3). We used western blotting to study whether their protein levels followed their mRNA regulation. In addition, we measured active *Casp3* to know whether its upregulation was followed by its activation. Casp3 implication in IONT-induced RGC death has been described previously [24,26,27] but to our knowledge not in the IONC model. In addition, the temporal expression analysis of this executioner protein will provide insight as when the RGCs are committed to death in our models. *TNFR1* has been implicated in RGC death in the mouse retina following optic nerve crush [25]. TNFR1a, depending on its downstream adaptor, could be linked to apoptosis or survival [28]. For this reason, we also measured the regulation of tumor necrosis factor associated death domain (TRADD), which links TNFR1a and TNFR12A (Fn14) signaling to apoptosis [29,30]. 

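Tradd, the adaptor that links tumor necrosis factor receptor 1 to caspase activation, has 1 probe set in the platform annotation. Its signal was close to the lowest on the arrays, at 2.24 ± 0.01 (SD, n = 5) in naive retinas with a mean of 2.27 over all arrays. Its changes were 0.01 at 12 h after IONT (adjusted p = 1) and 0.10 at 12 h after IONC (adjusted p = 0.0696). At this level a fall in Tradd mRNA could be missed, and so could a rise, so the values do not show that Tradd mRNA was unchanged. On the arrays 47.7% of the probe sets had a mean log2 signal under 4.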

Clarify here that the arrays did not contain probes for *TRADD* mRNA and therefore it was not possible to asses for its mRNA regulation. The results are shown in Figure 3, TNFR1a, Casp3, and c-fos proteins are upregulated along time after both injuries. This is in agreement with the array results. c-fos upregulation after both injuries contrasts with other reports [31,32] where this protein does not show regulation. This may be due to the different time points analyzed together with the different sensitivity of the techniques used. The levels of TRADD protein also increased after both injuries in our study. As for the active form of Casp3, it peaked at 48 h after IONT and IONC, which was earlier than previously described [24]. This temporal difference may be a reflection of the distance from the eye where the injury is performed, which is closer in our model. This supports previous reports, which demonstrate that the closer to the eye the injury occurs, the more rapid the RGC degeneration is [5].

To find out whether these upregulated pro-apoptotic proteins were expressed by RGCs, we performed immunohistofluorescence on radial sections from naïve, IONT-, and IONC-injured retinas. To identify RGCs, these were traced with Fluorogold (FG) one week before the injury was performed. Animals were kept 48 h post-optic nerve injury since it was at this time point when the protein levels peaked as shown by the western blot analyses. Results are shown in Figure 4. Naïve and injured RGCs expressed TRADD and c-fos as seen by colocalization of the fluorogold tracer and red fluorescence immunoreactivity. Casp3 and TNFR1a proteins were detected in injured RGCs but not in naïve RGCs.

## Discussion

We have compared the temporal profiling of the retinal transcriptome after two types of optic nerve injury that trigger RGC death, intraorbital nerve transection and intraorbital nerve crush [1-3,5]. The results show that optic nerve injury triggers a plethora of gene regulation responses in the retina as soon as 12 hpl. Injury-regulated sequences fall in three categories, those uniquely regulated after IONT, those uniquely regulated after IONC, and those regulated in a similar way after either of both injuries. There are two different temporal responses, genes that are transiently regulated and genes that have a sustained regulation over time. Three main differences are observed between both injuries, 1) the number of the regulated sequences, 2) the temporal profiles of the regulated sequences, and 3) the majority of upregulation or downregulation. The number of regulated sequences is higher after IONT compared to the number of sequences after IONC. While IONC mainly triggers transient responses that are particularly evident at 12 hpl, IONT mainly triggers a sustained response. Finally, after IONC, the overall response is downregulation whereas after IONT, the main response is upregulation. These differences are likely to reflect the progression of retinal cell death and may account for the different time-courses of RGC death observed after IONT and IONC [2-5].

Fifteen days post-IONT, hundreds of genes are regulated in agreement with previous reports [33]. 

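Markers of RGCs, the neurons whose axons were cut, were lower at 15 d after IONT. Of 21 RGC markers 10 were lower and 1 higher (12 lower when adjusted over the list alone), with a median change of -1.13 (adjusted p = 2.4e-23, and 0.0121 with an estimated correlation). Rbpms2, an RNA-binding protein of RGCs, changed by -4.11 (standard error 0.36, adjusted p = 2.13e-08). With the array set as a term 9 markers were lower. Crystallins, proteins of the lens that retinal cells also express, were lower in 10 of 14 cases (13 adjusted over the list alone), with a median of -3.09 (adjusted p = 1.23e-23, and 0.041 with an estimated correlation). Cryba4 changed by -4.28 (standard error 0.64, adjusted p = 6.43e-05) and Crybb1 by -4.05 (adjusted p = 7.15e-06). Markers of rods had a median of -0.12 (adjusted p = 0.0231, and 0.849 with an estimated correlation), with 2 lower and 1 higher of 22. Reactive gliosis genes had a median of 0.69 (adjusted p = 0.0301, and 0.849 with an estimated correlation). C3, a complement factor of reactive astrocytes, was called higher, at 2.84 (standard error 0.39, adjusted p = 1.91e-05). Both arrays at 15 d are of array set 2, and in naive retinas the crystallins' median difference of array set 2 from array set 1 was -0.25. In array set 1 the crystallins' median was 0.32 at 7 d after IONT (adjusted p = 0.258). At 24 h after IONC, also array set 1, it was -0.88 (adjusted p = 5.88e-05, and 0.367 with an estimated correlation). IONC minus IONT was 0.75 at 24 h and 1.37 at 3 d, where IONT is of array set 2. Their adjusted p were 0.00379 and 0.000554, and 0.849 and 0.926 with an estimated correlation. With the array set as a term the median at 15 d was -3.12, with 12 lower. The crystallins varied together, with an estimated correlation between genes of 0.66. Whether their signal came from retinal cells or from lens tissue taken with the retina was not tested.

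**Figure D3:**
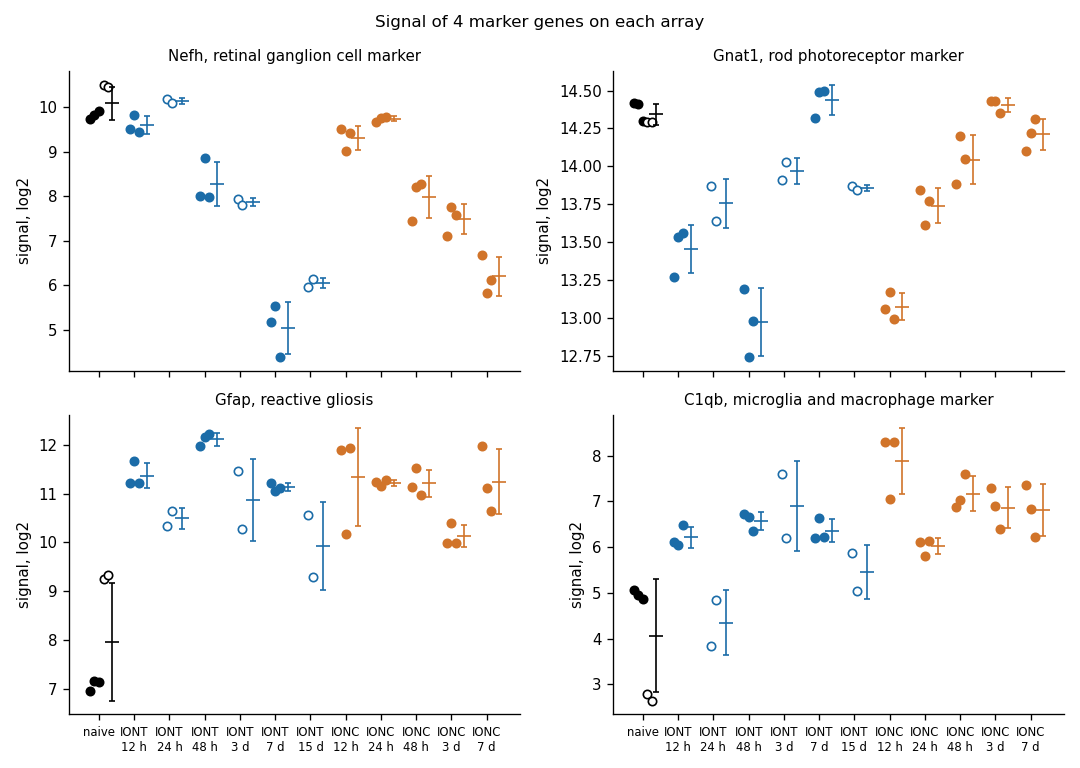
Log2 signal of each array for Nefh (RGC axons), Gnat1 (rods), Gfap (reactive glia) and C1qb (microglia) in naive retinas (black) and at each time after IONT (blue) and IONC (orange). Filled points are array set 1, open points array set 2, and bars are the mean ± SD. Nefh fell by 5.06 at 7 d after IONT.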

At this time post-lesion, just a small proportion of RGCs is still alive. Therefore, these changes might be attributable to other retinal cells. However, this does not mean that these cells are dying but rather that they are responding to the lesion inflicted to the RGCs.

Functional clustering of regulated genes revealed that many biologic processes and signaling pathways are involved in the response to optic nerve injury. In agreement with previous studies [34,35] and according to our results, the main cell death mechanism is apoptosis. 

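Counted at any time point, genes of heat shock proteins were 3 higher and 0 lower of 19 after IONT and 2 higher and 0 lower after IONC. Hspb8, a small heat shock protein, rose at 3 d after IONT by 2.10 (standard error 0.31, adjusted p = 0.000137). At 3 d after IONC its change was 0.99 (adjusted p = 0.0595). Genes of the DNA damage response were 4 higher and 0 lower of 19 after IONT and 2 higher and 1 lower after IONC (4 higher and 2 lower after IONT and 2 higher and 1 lower after IONC without IONC 12 h replicate 2). Gadd45g, a growth arrest gene, rose by 2.54 (adjusted p = 0.000544) at 48 h after IONT. Genes of the unfolded protein and integrated stress responses were 1 higher and 6 lower of 23 after IONT and 2 higher and 8 lower after IONC. More were lower after both lesions than expected for independent genes (Fisher's exact test, adjusted p = 0.0018 and 0.000415). The estimated correlation between these genes was 0.574. With it, camera gave adjusted p = 0.728 at 7 d after IONT and 0.831 at 7 d after IONC. The genes of these stress responses were, without IONC 12 h replicate 2, 5 higher and 10 lower after IONT and 8 higher and 9 lower after IONC. The heat shock proteins were then 7 higher after IONT and 7 after IONC. Immediate early genes were 5 higher and 0 lower of 22 after IONT and 8 higher and 0 lower after IONC (10 higher and 0 lower after IONT and 9 higher and 1 lower after IONC without IONC 12 h replicate 2). IONT has 1 more time point, and counts at any time point rise with the number of time points tested. None of these lists differed between lesions over the mean of the shared time points with an estimated correlation, where no list of the 52 was called by camera (1 higher and none lower at an unadjusted p under 0.05). With the preset correlation 10 were higher and 1 lower after IONC (4 higher and none lower without IONT 24 h replicate 2, where 16 and 3 had an unadjusted p under 0.05), and by fry 10 and 2.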

IONT regulates a higher number of death-related genes than IONC. This concurs with the more rapid course of RGC death observed after IONT than after IONC. We have focused this study on genes directly involved in cell death processes since RGC death is the most pronounced effect after optic nerve injury. There is a possibility that RGC death is not a primary effect of the injuries but rather a secondary one. Thus, it could not be ruled out that the optic nerve injury may primarily affect other processes in the retina such as cell-cell communication or even basic metabolic alterations that will eventually trigger cell death.

**Figure 5:**
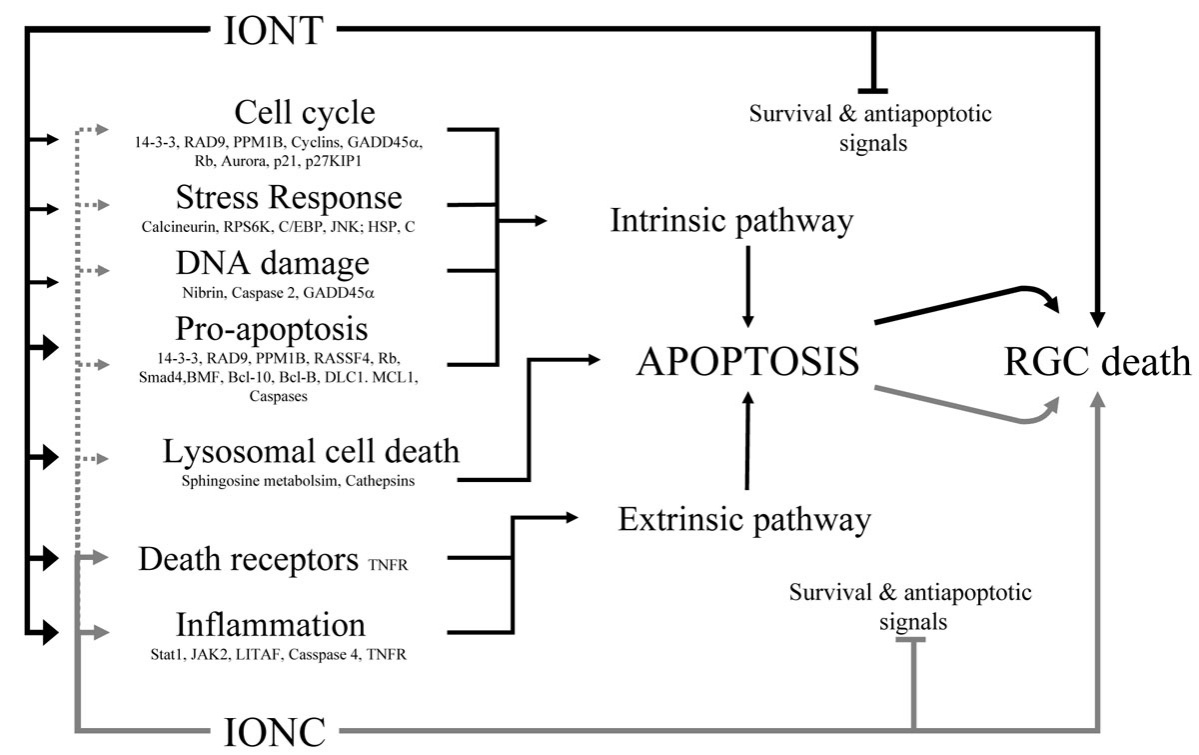
Scheme summarizing the retinal response to intraorbital nerve transection and intraorbital nerve crush leading to cell death. Black lines correspond to intraorbital nerve transection (IONT) and gray ones to intraorbital nerve crush (IONC). Thicker arrowheads symbolize that more genes of a given process are regulated. Dotted lines represent that IONC regulates fewer genes in a process than IONT does. See text for explanation and Appendix 4 for gene interaction and time course regulation.

Since both injuries lead to RGC death, it is likely that the commonly regulated cell death-related genes are responsible for retinal degeneration associated to axonal injury. Therefore, we chose ten of those genes to validate our array data by qRT–PCR. This is the first time that the retinal regulation of these genes by both models of optic nerve injury is reported with the exception of *clusterin*, which has been shown to be upregulated at 15 dpl after IONT [33]. Interestingly, *clusterin, lipocalin 2, litaf*, and *TNFR1a* are also upregulated by other injuries as elevation of intraocular pressure (IOP) or ischemia [36-40]. An increase of Clusterin and Lipocalin 2 expression together with that of ceruloplasmin and early growth response 1 (Egr1) is associated with increased apoptosis and immune-inflammatory responses [41,42]. All of those genes, which were upregulated after IONT and IONC, are also upregulated after ischemia, retinal scraping, experimental glaucoma, and phototoxic lesions (in the case of Egr1). These injuries trigger degeneration of retinal neurons, and so the similar upregulation of these genes after different retinal insults indicates that there might be a common response to injury. 

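Clu, a secreted chaperone of Müller glia and neurons, was already abundant in naive retinas, at 12.84 ± 0.13 (SD, n = 5). It rose by 1.27 (standard error 0.16, adjusted p = 1.2e-05) at 48 h after IONT and 1.06 (standard error 0.16, adjusted p = 0.000269) at 48 h after IONC. Cp, ceruloplasmin, which oxidizes iron for export, rose by 2.40 (standard error 0.36, adjusted p = 8.48e-05) at 48 h after IONT and 2.38 (adjusted p = 0.00021) after IONC. Lcn2 rose by 4.11 (adjusted p = 0.000293) at 12 h after IONT and 4.12 (standard error 0.65, adjusted p = 0.000123) after IONC. Egr1, an immediate early transcription factor, had its largest change after IONT at 7 d (3.44, standard error 0.64, adjusted p = 0.00181), a call that ended without IONT 7 d replicate 2 or 3 (log2 change 2.99 to 4.09 over 51 alternatives). At 24 h after IONC Egr1 changed by 3.02 (adjusted p = 0.00783), which ended under 23 of 51 alternatives (log2 change 2.57 to 3.67), among them with any 1 IONC 24 h array left out. The 6 genes measured of those that the discussion names were all called higher over the mean of the shared time points after each lesion, as they were when adjusted over the list alone (adjusted p = 7.35e-20 after IONT and 1.75e-10 after IONC as a list, and 0.00209 and 0.0191 with an estimated correlation). Their naming by the paper is not independent evidence of direction.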

Whether such common responses are involved in or may modulate the progression of injury-associated cell death is subject for further studies.

To bring the validation of the arrays one step further and to gain some additional information about the translatability of the transcriptional changes to the protein level, we performed western blot and immunohistofluorescence analyses in naïve, IONT-, and IONC-injured retinas. These results demonstrate that for these genes, protein regulation follows transcriptional regulation. In addition, we showed that these pro-apoptotic proteins are expressed by RGCs, and this result gives support that the identified networks are active in injured RGCs. In conclusion, the expression pattern and regulation of TNFR1a, TRADD, and the executioner protease, Caspase 3, indicate that the extrinsic pathway to apoptosis [43] is active in RGCs undergoing IONT or IONC.

### Signaling maps

IONT- and IONC-regulated genes were loaded into MetaCore^TM^ to search for regulated gene networks and signaling maps. Death signaling maps that were significantly regulated by optic nerve injury (pEASE <1.00E-04) were selected and merged for further analysis and visualization purposes using MapEditor^TM^. The merged map reflects the main gene networks regulated by optic nerve injury that lead to cell death. (Figure 5 and Appendix 4). In addition to the array results, regulation after IONT and IONC for many of the genes shown in the map has been validated by both qRT–PCR and western blot. Besides, some of these proteins have been shown to be expressed by injured RGCs. These maps visualize the retinal responses to IONC and IONT and are based on a significant over-representation of regulated genes. However, we are aware that these are partial maps of the retinal response to optic nerve injury since just 47 out of the 189 death-related genes which are regulated have been included. Furthermore, the data that support the maps belong to “known gene interactions.” Therefore, these maps are not irrefutable and should be considered as a step to unravel the molecular mechanisms underlying optic nerve injury- induced retinal degeneration. As shown in Figure 5 and in detail in the Appendix 4, eight main cellular processes, which may lead to cell death, were identified as being involved in the retinal response to optic nerve injury: stress response, induction of apoptosis by extracellular signals (extrinsic pathway), by intracellular signals (pro-apoptotic genes, intrinsic pathway), regulation of survival signals, activation of immune-inflammatory pathways, DNA damage, cell cycle deregulation, and the lysosomal death pathway. Interestingly, both IONT and IONC trigger TNFR1-TRADD signaling, which leads to the activation of the extrinsic apoptosis pathway [29,30,43,44]. This is strengthened by the upregulation after IONT and IONC of *caspases 3* and *11* (*caspase 4* in humans) and of another member of the tumor necrosis factor family, *TNRSF12A* (Fn14), which is also linked to apoptosis through *TRADD* signaling [29,30,45]. This is further supported by the upregulation of caspase 8 in axotomized RGCs reported by Weishaupt et al., 2003. [46]

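Casp4, which corresponds to caspase 11 and activates inflammatory caspases, lay at 2.25 ± 0.06 (SD, n = 5) in naive retinas, near the lowest signals of the arrays. It rose at 3 d after IONT to 4.21 ± 0.39 (SD, n = 2), a change of 1.97 (standard error 0.16, adjusted p = 1.87e-08). Since the naive signal is so low, this and the other increases of Casp4 from naive are lower bounds. At 48 h after IONT its change was 0.72 (adjusted p = 0.00178), a call that ended without IONT 48 h replicate 1 or 3 (log2 change 0.56 to 0.92 over 50 alternatives). After IONC its change was 0.55 (standard error 0.14, adjusted p = 0.0231) at 48 h, which did not pass. Casp4 was called there without IONC 12 h replicate 2 (adjusted p = 0.00376), with array weights and with cyclic loess. At 3 d the difference between the lesions was itself called, at -1.54 (standard error 0.18, adjusted p = 6.95e-06). Tnfrsf12a, the receptor of the cytokine TWEAK, rose at 48 h by 3.50 (standard error 0.56, adjusted p = 0.000226) after IONT and by 3.35 (standard error 0.56, adjusted p = 0.000791) after IONC. The call after IONC ended without IONC 48 h replicate 1 and in a fit of IONC alone (log2 change 2.92 to 3.69 over 51 alternatives). Casp8, the initiator caspase of death receptors, had changes of 0.71 (adjusted p = 0.437) at 48 h after IONT and 0.91 (adjusted p = 0.318) at 24 h after IONC, where it was called without IONC 12 h replicate 2 (adjusted p = 0.00588).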

. Pro-apoptotic genes, associated to the intrinsic apoptotic pathway, are regulated after IONT and IONC (*14–3–3, RAD9, RASSF4, Rb protein, Smad4, PPM1B*), although IONT (*BMF, Bcl.10, Bax, Bcl-B, DLC1, MCL1*) seems to trigger a higher response than IONC does. Some of these genes are linked to cell cycle control as *14–3–3, RAD9*, and *PPM1B*. 

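Dlc1, a GTPase-activating tumor suppressor, fell, with changes of -1.21 (standard error 0.14, adjusted p = 4.37e-06) at 12 h after IONT and -1.32 (standard error 0.14, adjusted p = 4.8e-07) at 12 h after IONC. Smad4, the common mediator of transforming growth factor signals, changed by -0.77 (adjusted p = 0.00238) at 12 h after IONC, which ended under 4 of 51 alternatives (log2 change -1.02 to -0.35). After IONT it was -0.52 (adjusted p = 0.0671) at 48 h, not called. A second probe set of Smad4 was called lower at 24 h (-1.61, adjusted p = 0.0021) and 3 d (-1.47, adjusted p = 0.00576) after IONT, and in naive retinas it differed between array set 2 and array set 1 by -1.25. Ppm1b, a stress phosphatase, changed by -0.78 (adjusted p = 0.0013) at 12 h after IONC, which ended under 7 of 51 alternatives (log2 change -0.99 to -0.34). At 12 h after IONT it was -0.41 (adjusted p = 0.215). The other Ppm1b probe sets called at 12 h after IONC had -1.18 (adjusted p = 9.66e-05) and -1.75 (adjusted p = 0.00246). Rassf4, a Ras effector, changed by 1.49 (adjusted p = 0.00868) at 48 h after IONC, which ended under 33 of 51 alternatives (log2 change 1.23 to 1.65). At 48 h after IONT it was 1.38 (adjusted p = 0.011). A second probe set of Rassf4, with a lower mean signal, was called at 48 h after IONT (2.04, adjusted p = 0.000596) and after IONC (1.97, adjusted p = 0.00157), and in naive retinas it differed between array set 2 and array set 1 by -1.25. Ywhah, the eta form of 14-3-3 proteins, fell at 15 d after IONT with a change of -0.97 (adjusted p = 0.00288), which ended under 6 of 51 alternatives (log2 change -1.21 to -0.79), among them without either IONT 15 d array. Bcl2l10, the counterpart of Bcl-B, changed at 15 d after IONT by 2.06 (adjusted p = 0.000676), which ended under 7 of 51 alternatives (log2 change 1.57 to 2.47), among them without IONT 15 d replicate 2 and with the array set as a term. Values that did not pass were -0.48 (adjusted p = 0.0132) for Rb1 at 12 h after IONC, 1.08 (adjusted p = 0.117) for Bmf at 15 d, 0.57 (adjusted p = 0.208) for Bcl10 at 24 h and 0.85 (adjusted p = 0.0802) for Mcl1 at 12 h after IONT. Of 11 measured genes that the paper names for both lesions, singly or as 14-3-3 proteins, 0 higher and 1 lower were called after IONT and 1 higher and 2 lower after IONC (1 higher and 5 lower after IONT and 1 higher and 3 lower after IONC without IONC 12 h replicate 2). Of 5 named for IONT, 1 higher and 1 lower were called after IONT and 0 higher and 1 lower after IONC (2 higher and 1 lower after IONT and 0 higher and 1 lower after IONC without IONC 12 h replicate 2). The list tests gave adjusted p = 0.604 and 0.709 for the former and 0.0609 and 0.0686 for the latter, and adjusted over the list alone 1 and 1 of the former were higher and 1 and 1 of the latter lower. Naming by the paper makes these lists not independent evidence. Rad9 and Bax have no probe set with their symbol alone.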

Cell cycle deregulation has been reported as a threshold for cell death [47], and genes involved in the cell cycle control are regulated after both injuries (*Cyclin G1, GADD45α, Rb protein*, and aforementioned). 

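Ccnd2, a cyclin of the G1 phase, rose by 2.51 (standard error 0.31, adjusted p = 1.14e-05) at 12 h after IONT. At 12 h after IONC its change was 0.94 (adjusted p = 0.0342). Ccng1, cyclin G1, changed by 0.79 (adjusted p = 0.00418) at 24 h after IONT, which ended under 11 of 51 alternatives (log2 change 0.55 to 0.95), among them with the array set as a term and without either IONT 24 h array. Ccna2, a cyclin of S phase, changed at 24 h after IONT by 2.24 (adjusted p = 0.00524), which ended under 11 of 51 alternatives (log2 change 1.83 to 2.48), also with the array set as a term. Cdkn1a, the kinase inhibitor p21, changed at 3 d after IONT by 1.61 (adjusted p = 0.000871), which ended under 5 of 51 alternatives (log2 change 1.30 to 1.92), among them without IONT 3 d replicate 1 and with the array set as a term. Cdkn1b, the inhibitor p27KIP1, was 0.45 (adjusted p = 0.253) at 12 h after IONT, not called. Cdk1, the kinase of mitosis, and Aurkb, an Aurora kinase, were not called. At 48 h Cdk1 was 0.96 (adjusted p = 0.241) after IONT and 1.51 (adjusted p = 0.0438) after IONC, and at 12 h after IONC Aurkb was 0.47 (adjusted p = 0.037). Of 22 cell cycle genes that the paper names singly or by family, such as cyclins, 5 higher and 0 lower were called after IONT and 1 higher and 0 lower after IONC (7 higher and 1 lower after IONT and 2 higher and 1 lower after IONC without IONC 12 h replicate 2). Over the mean of the shared time points 4 were higher after IONT and 2 after IONC when adjusted over the list alone. With an estimated correlation the list had adjusted p = 0.133 after IONT and 0.65 after IONC (0.00404 and 0.372 with the preset one), and the difference between the lesions had adjusted p = 0.867. A wider list of 31 cell cycle genes gave 3 higher and 1 lower after IONT and 3 higher and 1 lower after IONC (4 higher and 1 lower after IONT and 5 higher and 1 lower after IONC without IONC 12 h replicate 2).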

Again, there is a higher response after IONT (*Cyclins, CDK1, Aurora, p27KIP1, p21*) compared to IONC. Interestingly, an upregulation of cell cycle-related genes is observed as well after spinal cord lesion, another model of central nervous system axonal injury and neuronal degeneration [48]. DNA damage is another trigger of apoptosis [49] and *GADD45α* and *nibrin,* involved in this process, are regulated after optic nerve injury (the former after both lesions and the latter only after IONT). 

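Gadd45a, a growth arrest gene induced by DNA damage, rose from 8.19 ± 0.33 (SD, n = 5) in naive retinas to 10.10 ± 0.20 (SD, n = 3) at 48 h after IONT (1.92, standard error 0.27, adjusted p = 5.04e-05), and at 7 d its change was 1.78 (adjusted p = 0.000237). At 7 d after IONC it changed by 1.34 (standard error 0.27, adjusted p = 0.00704), a call that ended under 12 of 51 alternatives (log2 change 1.12 to 1.44), among them without naive replicate 1, 4 or 5 and without any 1 IONC 7 d array. Nbn, nibrin, a sensor of double-strand breaks, was not called at any time. Its changes were 0.35 (adjusted p = 0.588) at 12 h and 0.35 (adjusted p = 0.583) at 24 h after IONT, and -0.48 (adjusted p = 0.0687) at 12 h after IONC. As a list, DNA damage genes had medians of 0.01 after IONT and -0.07 after IONC (adjusted p = 0.511 and 0.839).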

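Casp2, a caspase linked to the response to DNA damage, had a signal of 8.95 ± 0.30 (SD, n = 5) in naive retinas and 7.90 ± 1.24 (SD, n = 3) at 12 h after IONC. That change, -1.05 (standard error 0.30, adjusted p = 0.0187), was the largest on this probe set of Casp2 and did not pass. It was called at an adjusted p under 0.05 without the log odds threshold and in fits without IONC 12 h replicate 1 or 3, and it was -0.33 (adjusted p = 0.327) without IONC 12 h replicate 2. After IONT Casp2 changed by -0.43 (adjusted p = 0.706) at 12 h and 0.31 (adjusted p = 0.661) at 15 d. A second probe set of Casp2, with a lower mean signal, was called lower at 24 h, 3 d and 15 d after IONT, with changes of -2.31 (adjusted p = 0.000331), -2.26 (adjusted p = 0.000513) and -1.99 (adjusted p = 0.000962). These arrays are all of array set 2, and in naive retinas this probe set differed between array set 2 and array set 1 by -1.48.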

Increased levels of caspase 2 are important in cell death activated by DNA damage [50], and we found this gene to be downregulated by both injuries, which suggests that DNA damage is not the main pathway for the optic nerve injury-induced retinal degeneration. 

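Xiap, the X-linked inhibitor of caspases, changed by -1.34 (standard error 0.26, adjusted p = 0.00126) at 12 h after IONC. This call ended under 10 of 51 alternatives (log2 change -1.52 to -0.88), among them without IONC 12 h replicate 1 or 2 and with the array set as a term. After IONT its change at 48 h was -0.76 (adjusted p = 0.104). A second probe set of Xiap was called at 12 h after IONC too (-2.09, adjusted p = 0.0026). Sos1, an activator of Ras, fell at 12 h after IONC with a change of -0.96 (standard error 0.14, adjusted p = 5.45e-05), a call that ended with cyclic loess (log2 change -1.09 to -0.48 over 51 alternatives). After IONT it was -0.59 (adjusted p = 0.0116) at 48 h. Sos2 and Yy1, a zinc finger transcription factor, were not called, with -1.75 (adjusted p = 0.0398) and -0.71 (adjusted p = 0.0149) at 12 h after IONC. Sos2 was called there without IONC 12 h replicate 3 and Yy1 without IONC 12 h replicate 1 or 3. Over the mean of the shared time points the 4 genes had medians of -0.10 after IONT (adjusted p = 0.273) and -0.47 after IONC (adjusted p = 0.0245, and 0.259 with an estimated correlation). Adjusted over the list alone 0 and 2 were lower by limma, and the list, named by the paper, is not independent evidence. ERK2 and c-Raf-1 have no probe set with their symbol alone.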

Survival and anti-apoptotic signals [51] such as *XIAP, ERK2, SOS, c-Raf-1*, and *YY1* are downregulated. It is worth highlighting here that among the genes linked to apoptosis triggered by mitochondrial proteins (Bad and Bid among others) only *Bax* is regulated. 

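Bad, a pro-apoptotic protein of the outer mitochondrial membrane, had a naive signal of 8.27 ± 0.18 (SD, n = 5) and was not called at any time. Its changes lay between -0.24 at 24 h after IONT (adjusted p = 0.71) and 0.29 at 24 h after IONC (adjusted p = 0.501). Bid, which carries death receptor signals to mitochondria, had a naive signal of 2.34 ± 0.08 (SD, n = 5), near the lowest on the arrays, and changed by 0.20 (adjusted p = 0.0527) at 12 h after IONC. Bcl2l2, an anti-apoptotic relative, changed by -0.63 (adjusted p = 0.0213) at 12 h after IONC, also not called. Bax is not analysed here.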

Interestingly, it is regulated only by transection and quite late after the injury at 3 dpl. This would agree with previous reports where administration of Bcl-2 simultaneously to IONT did not delay RGC-associated death [6]. 

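Cebpb, a transcription factor of the acute phase, rose by 2.46 (standard error 0.38, adjusted p = 0.000127) at 48 h after IONT. At 24 h after IONC it changed by 1.89 (adjusted p = 0.00494), which ended under 10 of 51 alternatives (log2 change 1.26 to 2.06). Cebpd rose after IONT as well, by 4.02 (adjusted p = 3.47e-07) at 12 h. Cebpg, a partner of these factors, changed by -1.38 (adjusted p = 0.00199) at 12 h after IONC, which ended under 7 of 51 alternatives (log2 change -1.78 to -0.50). Rps6ka2, a ribosomal S6 kinase, rose by 1.58 (standard error 0.31, adjusted p = 0.00317) at 12 h after IONT, which ended without IONT 12 h replicate 2 or 3 (log2 change 1.41 to 2.12 over 51 alternatives). Mapk8, JNK1, fell at 12 h after IONC with a change of -1.35 (standard error 0.23, adjusted p = 0.000285), as did others of its probe sets (-1.68, adjusted p = 0.000831, and -0.95, adjusted p = 0.00265). Mapk9, JNK2, changed by -0.95 (adjusted p = 0.00033) at 24 h after IONT, which ended under 5 of 51 alternatives (log2 change -1.11 to -0.87), among them without IONT 24 h replicate 1. Ppp3cc, a catalytic subunit of calcineurin, changed by -0.80 (adjusted p = 0.00135) at 12 h after IONC, which ended under 6 of 51 alternatives (log2 change -0.97 to -0.35), among them without IONC 12 h replicate 2. Ppp3ca, another subunit, was 0.65 (adjusted p = 0.0491) at 15 d after IONT, not called. Hspa2, a chaperone of the Hsp70 family, rose by 1.92 (adjusted p = 0.00107) at 12 h after IONT, which ended without IONT 12 h replicate 3 and with replicate blocks (log2 change 1.70 to 2.10 over 51 alternatives). At 48 h after IONC it changed by 1.79 (adjusted p = 0.0024), which ended under 4 of 51 alternatives (log2 change 1.65 to 1.92), among them without IONC 48 h replicate 1 or 2 and with the array set as a term. Of 18 stress genes of the families that the paper names, 3 higher and 1 lower were called after IONT and 2 higher and 3 lower after IONC (5 higher and 3 lower after IONT and 2 higher and 5 lower after IONC without IONC 12 h replicate 2). The naming of these families is not independent evidence. Adjusted over the list alone 3 were higher and 1 lower after IONT and 2 higher and 4 lower after IONC, with list tests at adjusted p = 0.443 and 0.691.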

Stress response to injury is evidenced by the regulation of *calcineurin* and *RPS6K* after IONT and *C/EBP*, *JNK*, and *heat shock protein* [52,53] genes after IONT and IONC. There is a strong immune-inflammatory response [54] as seen by the upregulation of *JAK2, Litaf, Stat 1*, and *caspase 11* among others. It is important to highlight here that some of these genes such as caspase 11, stat 1, and litaf are also related to the apoptotic pathway [55-57]. 

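Litaf was called at every time point after IONT but 7 d, with a change of 2.94 (standard error 0.31, adjusted p = 5.91e-07) at 48 h. After IONC it changed by 2.04 (standard error 0.31, adjusted p = 0.000225) at 24 h. Jak2, a cytokine receptor kinase, was not called at any time. Its changes were 0.47 (adjusted p = 0.49) at 12 h and -0.77 (adjusted p = 0.147) at 3 d after IONT, and 0.31 (adjusted p = 0.785) at 24 h after IONC. At 3 d after IONT Jak2 was called lower in a fit of IONT alone. Of 12 genes of death receptors and inflammation that the paper names, 5 were called higher at some time after IONT and 3 after IONC, and none lower (5 and 6 higher without IONC 12 h replicate 2). The list was higher over the mean of the shared time points (adjusted p = 7.51e-07 after IONT and 0.000484 after IONC, and 0.00209 and 0.0191 with an estimated correlation), with 5 higher after each lesion when adjusted over the list alone. Its naming by the paper is not independent evidence of this direction, and the list was not told apart from a change in the number of microglia and macrophages.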

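Ctsz, cathepsin Z, a lysosomal carboxypeptidase of microglia, rose from 4.52 ± 0.67 (SD, n = 5) to 7.12 ± 0.27 (SD, n = 3) at 48 h after IONT (2.60, standard error 0.38, adjusted p = 6.75e-05) and to 7.12 ± 0.92 (SD, n = 3) at 12 h after IONC (2.60, standard error 0.38, adjusted p = 4.58e-05). Ctsc, which activates serine proteases of immune cells, was not called on its main probe set, with 1.59 (adjusted p = 0.138) at 12 h after IONT and 1.43 (adjusted p = 0.153) at 48 h after IONC. Its second probe set was called at 12 h after both lesions (1.96, adjusted p = 0.00138 after IONT and 1.67, adjusted p = 0.00233 after IONC). Ctss, cathepsin S of antigen-presenting cells, was 1.40 (adjusted p = 0.0158) at 3 d after IONT and 1.25 (adjusted p = 0.0258) at 7 d after IONC. Ctsl was 0.95 (adjusted p = 0.0131) and 0.92 (adjusted p = 0.0212) at 48 h, and Ctsh 0.77 (adjusted p = 0.056) at 7 d after IONT and 0.95 (adjusted p = 0.0269) at 3 d after IONC. On the main probe sets none of these 4 genes passed, but without IONC 12 h replicate 2 all 4 were called after each lesion. Of 13 cathepsins, 1 was higher over the mean of the shared time points after IONT and 3 after IONC (5 and 9 adjusted over the list alone). The list had medians of 0.39 and 0.64 (adjusted p = 2.06e-06 and 7.14e-06, and 0.0203 and 0.0302 with an estimated correlation). Microglia and macrophage markers were higher over the same mean too, and the cathepsins were not told apart from a change in the number of such cells.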

Finally, optic nerve injury regulates several *cathepsins*, (*H, L*, and S after IONT and *C* and *Z* after IONT and IONC). Cathepsins are proteases located in the lysosomes, which have a role in apoptosis through the “lysosomal pathway of apoptosis” [57-59]. Lysosomal permeabilization and release of cathepsins are facilitated by sphingosine, a lipid whose overexpression is linked to apoptosis [60]. Our array study reveals that the RNA of some enzymes linked to sphingosine metabolism are soon upregulated after IONT (*Sphk1* and *Sgpl1*) and after IONC (*Sphk1* and *2*) [58-60]. 

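Sphk1, which phosphorylates sphingosine, rose by 1.89 (standard error 0.34, adjusted p = 0.00086) at 48 h after IONT, a call that ended without IONT 48 h replicate 2 (log2 change 1.64 to 2.14 over 51 alternatives). After IONC it rose at 12 h by 2.05 (standard error 0.34, adjusted p = 0.000232), and all 3 arrays lay above the naive arrays. Sgpl1, which cleaves sphingosine 1-phosphate, was called late after IONT, at 15 d (1.27, standard error 0.30, adjusted p = 0.00633), and this ended under 17 of 51 alternatives (log2 change 0.94 to 1.71). At 12 h it was 0.96 (adjusted p = 0.0451) after IONT and 1.04 (adjusted p = 0.00742) after IONC. Sphk2, the second sphingosine kinase, was not called. Its changes were -0.44 (adjusted p = 0.115) at 12 h after IONC and 0.97 (adjusted p = 0.019) at 15 d after IONT. Of 14 genes of sphingosine metabolism, 3 higher and 0 lower were called after IONT and 2 higher and 1 lower after IONC (7 higher and 1 lower after IONT and 4 higher and 0 lower after IONC without IONC 12 h replicate 2). The list tests gave adjusted p = 0.0113 and 0.0992, and 0.152 and 0.373 with an estimated correlation.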

Cathepsins’ role in apoptosis has two sides. First, they act as proteases cleaving and thus activating caspases. Second, they act on the mitochondria to induce mitochondrial dysfunction [58,61].

Together, all this indicates that IONT triggers a more acute and more pronounced apoptotic response than IONC [62]. 

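Among genes called after both lesions, Timp1 was called at 12 h, 48 h and 7 d after IONT and at all 5 time points after IONC, with changes of 4.21 (adjusted p = 1.16e-05) at 24 h and 3.47 (adjusted p = 0.000255) at 3 d. Rbpms2 was called from 48 h on after both lesions, with -2.12 (adjusted p = 0.000176) at 48 h and -2.98 (adjusted p = 1.74e-06) at 7 d after IONC and -2.71 (adjusted p = 5.43e-06) at 7 d after IONT. Esrrb, a nuclear receptor of rods, was called at 12 h (-3.15, adjusted p = 3.4e-07) and 24 h (-2.03, adjusted p = 0.000467) after IONC and at 12 h, 24 h and 48 h after IONT, where it changed by -2.67 (adjusted p = 5.95e-06) at 48 h. Of the 850 probe sets called after both lesions, 156 were called at more time points after IONT, 330 at more after IONC and 364 at as many after each. With the array set as a term these numbers were 90, 266 and 286, and without IONC 12 h replicate 2 they were 334, 1097 and 973. IONT has 6 time points and IONC 5, and 3 of the IONT time points have 2 arrays.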

First, more genes are regulated after IONT, and those, which are commonly regulated, show in general a longer lasting regulation after transection than after crush. Second, the regulation of the extrinsic apoptotic pathway and immune-inflammatory response is similar after IONT and IONC. However, lysosomal cell death, DNA damage, cell cycle control, and pro-apoptotic signals that may activate the intrinsic apoptotic pathway are mostly deregulated after IONT. 

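The lists behind these processes were also tested for a difference between the lesions, as IONC minus IONT over the mean of the 5 shared time points. Cathepsins, the lysosomal proteases, had a median difference of 0.14 (adjusted p = 0.113). DNA damage genes had -0.14 (adjusted p = 0.402) and cell cycle genes 0.05 (adjusted p = 0.188). The cell cycle genes that the paper names singly or by family had -0.06 (adjusted p = 0.17) and the Bcl-2 family 0.06 (adjusted p = 0.795). Death receptor genes had 0.07 (adjusted p = 0.194) and p53 targets -0.11 (adjusted p = 0.116). None of these lists passed by camera with the preset correlation, but by fry death receptor genes were higher after IONC (adjusted p = 0.0198) and p53 targets lower (adjusted p = 0.0347), the latter also by camera with the array set as a term (adjusted p = 0.0364). With that term the cell cycle genes that the paper names singly or by family were lower too (adjusted p = 0.0499, and 0.0203 with IONC 12 h replicate 2 also left out). Without that term, camera with an estimated correlation gave adjusted p = 0.587 for death receptor genes, 0.587 for p53 targets and 0.867 for these cell cycle genes. With the preset correlation the lowest adjusted p were those of microglia and macrophage markers, antigen presentation and oxidative phosphorylation, all higher after IONC (adjusted p = 0.00306 for each, and 0.587, 0.587 and 0.87 with an estimated correlation). The direction of oxidative phosphorylation turned with the array set as a term (adjusted p = 0.469). Over the same mean, microglia and macrophage markers were higher after each lesion, 9 of 25 after IONT and 13 after IONC (15 and 16 adjusted over the list alone), with medians of 1.22 and 1.62.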

All these may account for the slower degeneration of RGC after optic nerve crush than after transection and, most importantly, it highlights the common responses that may cause the RGC degeneration triggered by optic nerve injury.

## Appendix 1. Genes commonly regulated by intraorbital nerve crush and intraorbital nerve transection that follow opposite regulation

To access the data, click or select the words “Appendix 1.” This will initiate the download of a compressed (pdf) archive that contains the file.

The data shown here are statistically significant fold changes in gene expression (p value false discovery rate (FDR) limma and maSigpro is <0.01 and B value is >0). Values below 1 mean downregulation, and above 1 upregulation compared to naïve samples. Empty cells refer either to control level of expression, which is 1, or to not statistically significant changes. Abbreviations: IONT intraorbital nerve transection; IONC intraorbital nerve crush, h: hours, d: days.

## Appendix 2. Functional clusters regulated in the retina after intraorbital nerve transection and intraorbital nerve crush.

To access the data, click or select the words “Appendix 2.” This will initiate the download of a compressed (pdf) archive that contains the file

Genes were clustered using DAVID and PubMed reports. Clusters with a pEASE value <1,00E-04 were considered significant. The main biologic processes are shown in red, and their sub-clusters are shown in black. Abbreviations: IONT represents intraorbital nerve transection; IONC represents intraorbital nerve crush; FDR represents false discovery rate.

## Appendix 3. Time course gene regulation in adult rat retinas after intraorbital nerve transection and intraorbital nerve crush and functional clustering

To access the data, click or select the words “Appendix 3.” This will initiate the download of a compressed (pdf) archive that contains the file.

The data shown here are statistically significant fold changes in gene expression (p value false discovery rate (FDR) limma and maSigpro is <0.01 and B value is >0). Values below 1 mean downregulation, and above 1 upregulation compared to naïve samples. Empty cells refer either to control level of expression, which is 1, or to not statistically significant changes. Genes were clustered using DAVID [22] and PubMed reports. Clusters with a pEASE value of less than 1.00E-04 were considered significant. As population manager, backgrounds of Affymetrix RAE230.2 and *Rattus norvegicus* genome were used. To avoid repetitions, each gene was ascribed to one biologic process. The main biologic processes are shown in red bold font and their sub-clusters are shown in black bold font.

## Appendix 4. Cell-death signaling maps based on retinal gene regulation after intraorbital nerve crush and intraorbital nerve transection.

To access the data, click or select the words “Appendix 4.” This will initiate the download of a compressed (pdf) archive that contains the file

**A:** Cell-death signaling map summarizing the regulation and gene interactions of retinal-regulated genes after intraorbital nerve crush (IONC) and intraorbital nerve transection (IONT) injuries. Data from our array analyses were loaded in MetacoreTM and MapEditorTM softwares (Genego Inc.). Significantly regulated MetacoreTM cell death signaling maps were merged and a custom map was generated using curated gene interactions. Gene interactions are represented by directional color-coded arrows: gray unknown, green: activation, red: repression or inactivation of the target. Interactions are as follow: B: binding; +P: phosphorylation; TR: transcription; C: cleavage; IE: influence on expression; ?: not specified. TNFR1a, TRADD, c-fos (AP-1 complex) and Caspase 3 protein expression has been analyzed by western blotting, and Stat-1, TNFR1a, and TNFR12a mRNA regulation has been validated by qRT–PCR. **B:** Temporal expression of IONT- and IONC-regulated genes shown in the signaling map in **A**. Data shown here are significant fold changes. Values below 1 mean downregulation and above 1 upregulation compared to naïve samples.

How the deposited data were processed for this re-analysis (not part of the article)

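Retinas of naive rats and of rats after IONT or IONC were measured on 35 Affymetrix RAE230.2 arrays, each from RNA pooled from 4 retinas. The groups were naive (5 arrays), IONT at 12 h, 48 h and 7 d (3 each), IONT at 24 h, 3 d and 15 d (2 each), and IONC at 12 h, 24 h, 48 h, 3 d and 7 d (3 each). The values deposited by the authors are log2 signals per probe set, made with GCRMA, as the submitters' processing notes and the paper's methods state. GCRMA subtracts background, normalizes by quantiles and summarizes the probes of a probe set. The values were used as deposited, with no further normalization. The versions of GCRMA and limma that the authors used, and whether all arrays were normalized together, are not given in the sources used here. All 35 arrays were used. The table holds 31099 probe sets, of which 57 control probe sets were left out of the tests, since they measure the hybridization and labelling, and 31042 were tested. In the platform annotation of 2016, 20826 of these carried 1 gene symbol, 436 several and 9780 none, and gene statements rest on the first class, 14217 genes, of which 4525 had more than 1 probe set. By gene number, 20758 probe sets matched the RefSeq gene table and 0 symbols changed. A gene was represented by its probe set with the highest mean log2 value over all arrays, which does not use the groups.

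A linear model with 1 coefficient per group was fitted to all arrays with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with empirical Bayes moderation by 1 prior variance. The comparisons were the 11 injured groups against naive and IONC minus IONT at the 5 shared time points. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.01 within the comparison, a log odds (B) above 0 and a change of at least 1.2-fold, the thresholds of the paper's methods. The p-values of genes are moderated t-tests from limma, adjusted over all tested probe sets. Gene lists, 52 in number, were tested on 1 probe set per gene with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, for the mean of the 5 shared time points of each lesion, for single time points and for the difference between the lesions, each with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. Over-representation among called genes was tested with Fisher's exact test, 1-sided, adjusted over 208 tests. It treats the genes of a list as independent, so its p-values are too low where they are correlated. The array changes of the genes of Table 3 were set against the paper's qRT-PCR values with exact permutation tests. The thresholds, the lists, the tests and the alternatives below, except those marked as chosen after seeing the data, were fixed before the data were examined.

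Where the paper names a family, such as cyclins, members of it chosen here count as named by the paper. Genes were named by a rule. It takes every gene the paper names, and for each lesion at 12 h and 7 d and for IONT at 15 d the 10 largest increases and 10 largest decreases among called probe sets with 1 symbol whose arrays all lie on the same side of all 5 naive arrays. It further takes the 5 largest differences each way between IONC and IONT at 12 h, and up to 4 members of a described list with the largest absolute mean log2 change over the shared time points. The call procedure was tested on simulated data, normal noise with the spread of each probe set around its naive mean, in which 200 probe sets with a mean log2 value above 6 were changed at 12 h after IONC. Of 100 changed by a log2 value of 1, 36 were called, of 100 changed by 2, 83, and of the unchanged probe sets 0 by limma. The noise had the same spread in all groups, so it did not carry the wider spread of the arrays at 12 h after IONC. In the same data 1 list was raised by 0.5 after IONT, and camera called it and 1 other list, which holds a gene of the raised list.

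The alternatives set in advance were no B threshold, an adjusted p under 0.05 without B, a change of at least 1.5-fold, a lower limit of 0.8 of naive, a filter to probe sets above a log2 value of 4 in at least 2 arrays, a separate fit for each lesion or for each pair of groups, a variance trend with robust moderation, array weights, the replicate number as a block, arrays centred on their medians, cyclic loess between arrays, 2 arrays in every injured group with 4 naive arrays (the median of 20 draws), each array left out in turn, a moderated F test and a cubic regression on time (R2 above 0.6) for the totals, another choice of probe set per gene, the mean of a gene's probe sets, and the arithmetic mean for the values of Table 3. Chosen after seeing the data were the array set as a term and each group against the naive arrays of its own array set, each also with IONC 12 h replicate 2 left out. Array sets were defined, after seeing the data, by the 3′ minus 5′ log2 difference of the β-actin control probe sets, with the limit at 2.4, and are not a batch that the sources name. The array weights did not reach the convergence tolerance of limma and were used as they stood. Left out were the regression package that the paper names for the time course, in place of which the cubic regression was run, and the functional annotation behind the paper's clusters, in place of which the gene lists were tested. The paper's appendices were not used here, and genes with no probe set of their own symbol in the annotation were not analysed here.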

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

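The tests of the array sets, the tests of centred arrays, the test of fewer arrays per group and the counts of other splits of the arrays were chosen after the results they bear on were seen. Among the 5 naive arrays, replicate 1 stood far from the others for Sfn, with a gap of 0.84 of the whole range, and replicate 4 for Bcl2l10, with 0.834, against a limit of 0.71. Of 89 genes so tested, 4 passed the limit, 2 of them with a range of at least 1, and chance gives about 1 in 20. A test of the difference itself set the lesions apart in 290 probe sets at 12 h, 1912 at 24 h, 32 at 48 h, 1551 at 3 d and 9 at 7 d, and with the array set as a term in 411, 73, 45, 39 and 17. Over the mean of the shared time points, camera with the preset correlation set the lesions apart in these lists among others, each higher after IONC than after IONT: microglia and macrophage markers (adjusted p = 0.00306, median difference 0.31), antigen presentation (adjusted p = 0.00306, 0.37) and crystallins (adjusted p = 0.0235, 0.25). With an estimated correlation the adjusted p was 0.587, 0.587 and 0.87, and over all alternatives it ran from 2.45e-05 to 0.587, from 2.44e-05 to 0.587 and from 2.2e-05 to 0.87.

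The paper names housekeeping control genes as a check of quality but does not discuss the 3′ minus 5′ difference of the β-actin control probe sets. That difference had a median of 3.20 in the 8 arrays of array set 2. Markers of rods were lower than naive at some time point in 11 of 22 genes after IONT and 13 after IONC (12 and 8 without IONC 12 h replicate 2), and markers of retinal ganglion cells in 11 of 21 after IONT and 10 after IONC (15 and 13 without that array; over-representation among lower genes, adjusted p = 1.7e-09 and 1.79e-06 for the latter). Over the mean of the shared time points the rod markers had medians of -0.20 and -0.15 and the ganglion cell markers -0.73 and -0.97.

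Other splits of the same arrays were counted with each pair of groups fitted alone. For 7 of the 8 comparisons of 3 arrays with the naive arrays, 1 of 56 splits, the real one, called as many probe sets. That is 1.79% of the splits, the least that 56 can give, and was not adjusted over the 8 comparisons. It is under the limit of 1 in 20 set for this test. The naive arrays are of both array sets, so the splits are not of like arrays, and chance is made unlikely but not excluded. Real and highest other counts after IONT were 284 against 6 at 12 h, 756 against 24 at 48 h and 612 against 4 at 7 d. After IONC they were 251 against 30 at 24 h, 220 against 22 at 48 h, 60 against 2 at 3 d and 188 against 10 at 7 d. At 12 h after IONC 2 of 56 splits called as many, also under the limit of 1 in 20, but the real split, with 56, was not the largest. The split that set IONC 12 h replicate 2 and naive replicates 4 and 5 against the rest called 666, which points to a structure of the samples, that of the array sets and of this array, and not to the lesion. With the array set as a term, 1286 probe sets were called at 12 h after IONC. For IONC against IONT at 12 h, 48 h and 7 d the 10 splits are too few, with 0 called by limma in the real and 0 in the highest other split (unadjusted p under 0.05 in 1084, 2917 and 3382 probe sets), so all 10 were as large.

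At 12 h after IONC, 77.4% of the 1753 probe sets called were lower than naive, and 1308 probe sets were called at no other time point. With arrays centred on their medians 85.2% were lower. The median at 12 h after IONC lay 0.09 above naive, so centring could only raise this share. It therefore cannot decide on a shift of equal size over whole arrays, though a shift in that direction would not by itself make calls lower. A shift that the normalization left and that varies with the signal stays a candidate explanation, since with cyclic loess 52.1% were lower. So is replicate 2, without which 48.4% were lower. The median change of the probe sets called lower was then 0.643 of its size with replicate 2, which met neither limit set for this test. These 2 explanations were not tested apart and may be the same. The log2 signals of replicate 2 had an SD of 2.30 over its probe sets, against 2.89 to 3.03 in the other arrays. Time of day at collection might also contribute: 5 clock genes were called at 12 h after IONC and 0 after IONT (limma; 1048 probe sets were lower at 12 h after IONC alone), but the median change at 12 h after IONT was 0.331 of that after IONC, which met neither limit. A response to crush itself, the biological explanation, was not tested apart from these and stays open with them.

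From 12 h to 7 d, 2162 probe sets were called after IONT and 2027 after IONC. The spread between arrays was 2.18 times as wide after IONC as after IONT, but this comes from IONC 12 h, with a median SD of 0.534 against 0.0715 to 0.104 in the other IONC groups and 0.0634 to 0.104 in the IONT groups up to 7 d. With 2 arrays in each injured group the ratio of IONT to IONC calls was 0.786, so the spread at IONC 12 h or the number of arrays may account for part of the order, and a wider spread of IONC arrays in general is not shown. A difference between array sets may do so as well, since with the array set as a term the ratio was 0.864. Whether transection changes more genes than crush, the biological explanation, stays open, and without IONC 12 h replicate 2 the numbers were 5691 and 3470.

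At 24 h, 3 d and 15 d after IONT, the percent of called probe sets that were higher than naive was far above that at the other time points after IONT (27.8%, 27.1% and 16.5% lower, against 46.7% at 12 h, 58.4% at 48 h and 72.8% at 7 d). Fewer arrays in these groups are argued against as the cause, since in draws of 2 arrays per group a median of 71.3% of the calls at 7 d were lower. All arrays of these groups are of array set 2, so only the 2 naive arrays of that set separate the array set from the lesion. Over the 1527 probe sets called higher, the difference between the naive arrays of the sets was 0.34 of the change against set 1 (0.30 and 0.88), a value that decides neither way. Of these probe sets, 54.7% were higher in both naive arrays of set 2 than in all 3 of set 1, against 22.7% of all tested probe sets. Against the 2 naive arrays of their own set the median change was 0.49, and 0, 0 and 5 probe sets were called by limma at 24 h, 3 d and 15 d, with 3672, 4347 and 6084 at an unadjusted p under 0.05. With arrays centred on their medians 50.6%, 61.0% and 90.6% were lower. The medians of these groups lay 0.15, 0.17 and 0.24 above naive, so centring moves calls toward lower whatever the cause. It therefore cannot decide whether a shift of equal size over whole arrays accounts for the pattern. That shift and the time after transection, the biological explanation, stay open.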

How the results depend on the processing

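The fits with the array set as a term, within array sets, and each of these with IONC 12 h replicate 2 left out were chosen after seeing the data. Of 59 alternatives, 55 had been set in advance, and all of these were run. The values below are those of counts that moved by more than 1.5 times, and of shares that left their Wilson 95% interval, as against the reported 2942 probe sets after IONT and 2027 after IONC. A looser threshold, a filter, or fewer arrays in a fit changes counts by construction, and for the other settings the cause was not tested. With a change of at least 1.5-fold, and with the lower limit of 0.8, no count moved by more than 1.5 times.

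Without the B threshold, the shares were 74.7% lower after IONC and 78.7% at 1 time point after IONC. At an adjusted p under 0.05 without B, 782 at 12 h, 2127 at 24 h, 1690 at 48 h, 1644 at 3 d, 1093 at 7 d and 2830 at 15 d were called after IONT. After IONC 11048 at 12 h, 809 at 24 h, 1342 at 48 h, 546 at 3 d and 576 at 7 d. Between lesions 930 at 12 h, 4579 at 24 h, 64 at 48 h, 3892 at 3 d and 24 at 7 d. Totals were 6259 after IONT, 4868 after IONT by 7 d, 11562 after IONC and 2511 after both. Shares were 60.0% higher after IONT, 41.3% at more than 1 time point after IONT, 49.5% lower after IONC, 50.6% lower at 12 h after IONC, 87.8% at 1 time point after IONC and 75.1% in 1 direction after both. With the filter on low values, the shares were 56.6% higher after IONT, 37.1% at more than 1 time point after IONT, 80.5% lower at 12 h after IONC and 70.9% at 1 time point after IONC. Lists were 0 lower after IONC than after IONT (camera; 1 at an unadjusted p under 0.05).

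In a separate fit for each lesion, 816 at 12 h, 1518 at 48 h, 998 at 3 d and 1739 at 7 d were called after IONT. After IONC 726 at 12 h, 133 at 24 h, 152 at 48 h, 53 at 3 d and 98 at 7 d. Totals were 4965 after IONT, 4068 after IONT by 7 d and 804 after IONC. Shares were 58.7% higher after IONT, 75.3% lower at 12 h after IONC, 78.1% at 1 time point after IONC and 96.1% in 1 direction after both. In a separate fit for each pair of groups, 145 at 24 h, 70 at 3 d and 386 at 15 d were called after IONT. After IONC 56 at 12 h, 220 at 48 h and 60 at 3 d. Between lesions 0 at 12 h, 0 at 48 h and 0 at 7 d. Totals were 1648 after IONT, 1360 after IONT by 7 d, 505 after IONC and 416 after both. Shares were 51.5% higher after IONT, 27.9% at more than 1 time point after IONT, 59.8% lower after IONC, 64.4% at 1 time point after IONC and 97.8% in 1 direction after both. The direct counts of 0 are limma calls, with 1084, 2917 and 3382 probe sets at an unadjusted p under 0.05.

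With a variance trend and robust moderation, the shares were 96.2% in 1 direction after both. With array weights, 1896 at 12 h, 5597 at 24 h, 2835 at 48 h, 2353 at 3 d, 4492 at 7 d and 4449 at 15 d were called after IONT. After IONC 2831 at 24 h, 2387 at 48 h, 2250 at 3 d and 2117 at 7 d. Between lesions 697 at 12 h, 6295 at 24 h, 600 at 48 h, 2933 at 3 d and 1355 at 7 d. Totals were 12261 after IONT, 11093 after IONT by 7 d, 5874 after IONC and 4195 after both. Shares were 52.3% higher after IONT, 47.3% at more than 1 time point after IONT, 48.1% lower after IONC, 44.7% lower at 12 h after IONC, 55.4% at 1 time point after IONC and 85.3% in 1 direction after both. Lists were 6 higher after IONC than after IONT. The estimation of the array weights stopped before its convergence tolerance was reached, so all values with array weights, here and for single genes, rest on weights that had not converged.

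With the replicate number as a block, 2829 at 24 h, 2451 at 3 d, 290 at 7 d and 2925 at 15 d were called after IONT. After IONC 88 at 3 d. Between lesions 2377 at 3 d and 14 at 7 d. Totals were 4725 after IONT and 3941 after IONT by 7 d. Shares were 57.5% higher after IONT, 58.0% at more than 1 time point after IONT, 70.8% at 1 time point after IONC and 90.7% in 1 direction after both. At 24 h after IONT the replicate numbers run against the letters in the array titles, which they follow in all other groups. The numbers were used as labelled. The replicate numbers do not pair the arrays: of 84 pairs of arrays with the same number in different groups, 24 correlated by more than 0.1 after group means were removed (r -0.386 to 0.345, median 0.0298 against -0.0137 for different numbers), and 7 of 24 arrays correlated best with their own number.

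With arrays centred on their medians, 5430 at 15 d were called after IONT. Between lesions 19 at 48 h and 4341 at 3 d. Totals were 7112 after IONT. Shares were 17.2% higher after IONT, 14.2% at more than 1 time point after IONT, 79.5% lower after IONC, 85.2% lower at 12 h after IONC and 79.2% at 1 time point after IONC. Lists were 6 higher after IONC than after IONT. Under cyclic loess, 771 at 12 h, 1293 at 24 h, 1417 at 48 h, 1194 at 3 d and 857 at 7 d were called after IONT. After IONC 789 at 24 h, 1200 at 48 h, 385 at 3 d and 615 at 7 d. Between lesions 51 at 48 h and 30 at 7 d. Totals were 4624 after IONT, 3703 after IONT by 7 d and 1545 after both. Shares were 54.6% higher after IONT, 37.7% at more than 1 time point after IONT, 53.9% lower after IONC, 52.1% lower at 12 h after IONC and 57.1% at 1 time point after IONC. Lists were 0 lower after IONC than after IONT (camera; 1 at an unadjusted p under 0.05). As deposited, the median over all probe sets lay above naive by 0.15 at 24 h, 0.17 at 3 d and 0.24 at 15 d after IONT, which centring removes, and changes at these times are relative to that shift. Called lower with centred arrays were 50.6% of 806 at 24 h after IONT (27.8% of 803), 61.0% of 816 at 3 d after IONT (27.1% of 621) and 90.6% of 5430 at 15 d after IONT (16.5% of 1251). Under cyclic loess the lower shares that moved by more than 10 points were 42.4% of 1293 at 24 h after IONT (27.8% of 803), 43.0% of 1194 at 3 d after IONT (27.1% of 621), 60.0% of 857 at 7 d after IONT (72.8% of 452), 30.4% of 1624 at 15 d after IONT (16.5% of 1251), 52.1% of 1994 at 12 h after IONC (77.4% of 1753), 57.7% of 789 at 24 h after IONC (69.6% of 358) and 57.1% of 385 at 3 d after IONC (67.5% of 166).

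When the array set was a term, 258 at 24 h, 296 at 3 d and 580 at 15 d were called after IONT. After IONC 108 at 3 d. Between lesions 73 at 24 h, 39 at 3 d and 17 at 7 d. Totals were 1665 after IONT and 1281 after IONT by 7 d. Shares were 57.1% higher after IONT, 76.3% lower after IONC, 79.3% lower at 12 h after IONC, 73.0% at 1 time point after IONC and 98.3% in 1 direction after both. Lists were 4 lower after IONC than after IONT. When the array set was a term and IONC 12 h replicate 2 was left out, 916 at 12 h, 1593 at 48 h, 965 at 3 d and 1544 at 7 d were called after IONT. After IONC 1100 at 24 h, 1500 at 48 h, 637 at 3 d and 658 at 7 d. Between lesions 252 at 24 h, 199 at 48 h, 250 at 3 d and 71 at 7 d. Totals were 4692 after IONT, 3987 after IONT by 7 d and 1749 after both. Shares were 56.8% higher after IONT, 56.7% lower after IONC, 49.6% lower at 12 h after IONC, 53.5% at 1 time point after IONC and 96.3% in 1 direction after both. Lists were 4 lower after IONC than after IONT.

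Within array sets, 0 at 24 h, 0 at 3 d, 284 at 7 d and 5 at 15 d were called after IONT. After IONC 1076 at 12 h and 81 at 3 d. Between lesions 14 at 7 d. Totals were 817 after IONT, 815 after IONT by 7 d, 1213 after IONC and 545 after both. Shares were 36.0% higher after IONT, 35.0% at more than 1 time point after IONT, 75.7% lower after IONC, 70.4% at 1 time point after IONC and 99.8% in 1 direction after both. The counts at 24 h, 3 d and 15 d after IONT rest on 2 arrays against 2 in limma (3672, 4347 and 6084 at an unadjusted p under 0.05). Within array sets and with IONC 12 h replicate 2 left out, 966 at 12 h, 0 at 24 h, 1669 at 48 h, 0 at 3 d, 1533 at 7 d and 5 at 15 d were called after IONT. After IONC 1193 at 24 h, 1575 at 48 h, 638 at 3 d and 735 at 7 d. Between lesions 197 at 48 h and 81 at 7 d. Totals were 1703 after both. Shares were 42.9% higher after IONT, 58.2% lower after IONC, 51.0% lower at 12 h after IONC, 51.8% at 1 time point after IONC and 99.1% in 1 direction after both. The counts of 0 are those of the fit of array set 2 above, which does not hold this array.

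With 2 arrays per injured group and 4 naive, 169 at 12 h, 315.5 at 48 h and 137 at 7 d were called after IONT. After IONC 114.5 at 24 h, 211.5 at 48 h, 72.5 at 3 d and 71 at 7 d. Between lesions 81 at 12 h, 855.5 at 24 h, 12.5 at 48 h and 534.5 at 3 d. Totals were 1955 after IONT, 1227 after IONT by 7 d and 326.5 after both. Shares were 67.3% higher after IONT, 28.9% at more than 1 time point after IONT, 75.5% lower after IONC, 80.1% lower at 12 h after IONC and 86.5% at 1 time point after IONC. By the moderated F test, the totals were 6028 after IONT and 924 after IONC. By the cubic regression on time, the totals were 8610 after IONT and 56 after IONC. By camera with an estimated correlation, the lists past the threshold were 11 higher after IONT, 2 lower after IONT, 10 higher after IONC, 1 lower after IONC, 0 higher after IONC than after IONT (camera; 1 at an unadjusted p under 0.05) and 0 lower after IONC than after IONT (camera; 0 at an unadjusted p under 0.05). By fry, the lists past the threshold were 2 lower after IONC than after IONT. With the mean of a gene's probe sets, the lists past the threshold were 6 higher after IONC than after IONT and 0 lower after IONC than after IONT (camera; 1 at an unadjusted p under 0.05).

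Leaving out each array in turn moved many counts, and where it left a group with 1 array that array was assumed to vary like the other groups. Counts at 12 h after IONT ran from 234 to 1094, outside 1.5 times for IONT 12 h replicate 1 (234), IONT 12 h replicate 2 (267), IONT 12 h replicate 3 (268) and IONC 12 h replicate 2 (1094). Counts at 24 h after IONT ran from 261 to 1678, outside 1.5 times for naive replicate 4 (1594), naive replicate 5 (1402), IONT 24 h replicate 1 (261), IONT 24 h replicate 2 (521) and IONC 12 h replicate 2 (1678). Counts at 48 h after IONT ran from 467 to 1876, outside 1.5 times for IONT 48 h replicate 1 (504), IONT 48 h replicate 2 (479), IONT 48 h replicate 3 (467) and IONC 12 h replicate 2 (1876). Counts at 3 d after IONT ran from 404 to 1520, outside 1.5 times for naive replicate 1 (413), naive replicate 2 (413), naive replicate 4 (1324), naive replicate 5 (1243), IONT 3 d replicate 1 (404) and IONC 12 h replicate 2 (1520). Counts at 7 d after IONT ran from 233 to 2054, outside 1.5 times for IONT 7 d replicate 1 (263), IONT 7 d replicate 2 (233), IONT 7 d replicate 3 (264) and IONC 12 h replicate 2 (2054). Counts at 15 d after IONT ran from 663 to 2193, outside 1.5 times for IONT 15 d replicate 1 (756), IONT 15 d replicate 2 (663) and IONC 12 h replicate 2 (2193). Counts at 12 h after IONC ran from 1420 to 3839, outside 1.5 times for IONC 12 h replicate 1 (2997) and IONC 12 h replicate 3 (3839). Counts at 24 h after IONC ran from 145 to 1274, outside 1.5 times for IONC 12 h replicate 2 (1274), IONC 24 h replicate 1 (236), IONC 24 h replicate 2 (145) and IONC 24 h replicate 3 (176). Counts at 48 h after IONC ran from 160 to 1617, outside 1.5 times for IONC 12 h replicate 2 (1617), IONC 48 h replicate 1 (160) and IONC 48 h replicate 2 (297). Counts at 3 d after IONC ran from 39 to 1332, outside 1.5 times for naive replicate 4 (97), naive replicate 5 (100), IONC 12 h replicate 2 (1332), IONC 3 d replicate 1 (39) and IONC 3 d replicate 2 (73). Counts at 7 d after IONC ran from 84 to 1163, outside 1.5 times for IONC 12 h replicate 2 (1163), IONC 7 d replicate 1 (84) and IONC 7 d replicate 2 (148). Counts at 12 h between lesions ran from 65 to 1460, outside 1.5 times for IONT 12 h replicate 2 (65), IONT 12 h replicate 3 (86), IONC 12 h replicate 1 (1349), IONC 12 h replicate 2 (180) and IONC 12 h replicate 3 (1460). Counts at 24 h between lesions ran from 503 to 3422, outside 1.5 times for IONT 24 h replicate 1 (503), IONT 24 h replicate 2 (1046) and IONC 12 h replicate 2 (3422). Counts at 48 h between lesions ran from 9 to 75, outside 1.5 times for naive replicate 1 (21), naive replicate 2 (19), naive replicate 3 (21), IONT 12 h replicate 2 (20), IONT 24 h replicate 1 (18), IONT 24 h replicate 2 (18), IONT 48 h replicate 2 (12), IONT 48 h replicate 3 (9), IONT 7 d replicate 2 (19), IONT 7 d replicate 3 (16), IONC 12 h replicate 2 (75), IONC 48 h replicate 1 (19), IONC 48 h replicate 2 (19), IONC 3 d replicate 1 (19) and IONC 3 d replicate 2 (20). Counts at 3 d between lesions ran from 611 to 3684, outside 1.5 times for IONT 3 d replicate 1 (766), IONT 3 d replicate 2 (611), IONC 12 h replicate 2 (3684), IONC 3 d replicate 1 (791) and IONC 3 d replicate 2 (969). Counts at 7 d between lesions ran from 6 to 43, outside 1.5 times for IONC 12 h replicate 1 (14), IONC 12 h replicate 2 (43) and IONC 7 d replicate 1 (18). The total after IONT was 2475 to 6891, outside 1.5 times for IONC 12 h replicate 2 (6891). The IONT total by 7 d was 1749 to 5691, outside 1.5 times for IONC 12 h replicate 2 (5691). The IONC total was 1587 to 4214, outside 1.5 times for IONC 12 h replicate 1 (3400), IONC 12 h replicate 2 (3470) and IONC 12 h replicate 3 (4214). The number after both lesions was 661 to 2404, outside 1.5 times for IONC 12 h replicate 2 (2404).

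Over the same fits, the share higher after IONT was 58.0% to 66.4% and that called at more than 1 time point 30.7% to 40.9%. The share lower after IONC was 51.4% to 78.1%, at 12 h 48.4% to 84.0%, and that called at 1 time point 51.8% to 87.6%, with the lowest of each without IONC 12 h replicate 2. After both lesions 91.2% to 97.1% moved in 1 direction. Lists higher were 21 to 23 after IONT, 18 to 23 after IONC and 4 to 12 for the difference, the last with the fewest without IONT 24 h replicate 2. Lists lower were 5 to 7, 4 to 5 and 0 to 2 (camera; 3 at an unadjusted p under 0.05 without IONT 24 h replicate 2).

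Of 385 reported gene values, 223 were called. Those no longer called numbered 110 with each pair of groups fitted alone, 56 within array sets, 32 with the array set as a term, 31 with each lesion fitted alone, 28 with replicate blocks, 13 with centred arrays and 5 with cyclic loess. Over all fits with 1 array left out there were 13007 gene values with the same direction and call, 388 no longer called and 80 newly called. Of 156 list results, 41 were no longer past the threshold with an estimated correlation and 115 did not change. Directions reversed for Ccne2 at 15 d after IONT (0.75) and Casp2 at 15 d after IONT (-1.99) with the probe set of smallest p. They also reversed for caspases after IONT with the filter on low values (adjusted p = 0.956, range 0.00354 to 0.956 over all alternatives) and for oxidative phosphorylation after IONT with array weights (adjusted p = 0.168) and replicate blocks (adjusted p = 0.0918, range 5.9e-05 to 0.677). For the difference between lesions, oxidative phosphorylation reversed with the array set as a term (adjusted p = 0.469) and with IONC 12 h replicate 2 left out besides (adjusted p = 0.988, range 5.34e-09 to 0.988). None of these list values passed after reversal, and the cause was not tested.

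Signal over background limits what can be called, since 47.7% of probe sets had a mean log2 value under 4. A gene whose probe set the filter on low values removed has no value under that filter, and within array sets the lesions cannot be compared at 24 h and 3 d.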

Differences from the paper's values

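Counts were made at the thresholds that the paper states for limma, with 1 fit over all arrays. The paper also ran a regression over time, to keep sequences with modest but lasting changes that limma would miss. The counts here leave that step out, so numbers of genes and of time points are not like for like with the paper's. Whether this accounts for the gaps below was not tested. The paper's array value for Ahr at 12 h after IONC is 6.65 (SEM, as the paper labels it, 1.3), and here it was 4.39 times naive. Of 48 alternatives set before the data were examined, 7 did not differ (the arithmetic mean, cyclic loess, the replicate number as a block, and without IONC 12 h replicate 2, IONC 12 h replicate 3, naive replicate 1 or naive replicate 4), and all others did. The paper counts 293 genes regulated after IONC alone, against 752 here, and of 47 alternatives only the replicate number as a block did not differ. The paper has 29.8% more sequences after IONT than after IONC from 12 h to 7 d, against 6.24% here as a percent of the IONT number, and of 47 alternatives 3 did not differ (cyclic loess, without IONC 12 h replicate 2 and without naive replicate 5). The paper has 68.7% of genes at more than 1 time point after IONT, against 34.5% here, and of 47 alternatives 2 did not differ (array weights and the replicate number as a block). Values were taken to differ when 1 was more than 1.5 times the other and, for single genes, when they also lay further apart than the larger of the SD here and the paper's stated error. The other values of the paper set beside these did not differ by this rule, which leaves room for gaps such as 2846 sequences after IONT from 12 h to 7 d in the paper against 2162 here, or Eef2k at 48 h after IONT, 1.27 times naive in the paper and 0.959 here. The array errors in the paper's Table 3 are at least 1 for all values but 1, Eef2k at 12 h after IONT, and their scale is not given in the sources used here.

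The paper states that genes common to the lesions are in general regulated longer after IONT. Here 330 of 850 common probe sets were called at more time points after IONC and 156 after IONT. Without IONC 12 h replicate 2 these numbers were 1097 and 334, and with the array set as a term, chosen after seeing the values, 266 and 90. With both changes, also chosen after seeing the values, they were 819 and 264; other settings were not used here for this count. Of the survival genes that it gives as lower, Xiap and Sos1 were called lower at 12 h after IONC, with -1.34 and -0.96. After IONT, Sos1 was not called lower, with -0.59 (adjusted p = 0.0116) at 48 h, and it was called at 48 h with an adjusted p under 0.05 without B and array weights and without IONC 12 h replicate 2, IONC 12 h replicate 3, IONT 12 h replicate 1, IONT 15 d replicate 1 or IONT 15 d replicate 2. Sos2 had no call as lower after IONC, with -1.75 (adjusted p = 0.0398) at 12 h, and it was called at 12 h with an adjusted p under 0.05 without B and without IONC 12 h replicate 3. Yy1 was not called lower after IONC, with -0.71 (adjusted p = 0.0149) at 12 h, and it was called at 12 h with an adjusted p under 0.05 without B and without IONC 12 h replicate 1 or IONC 12 h replicate 3. The paper has Casp2 lower after both lesions. After IONC, Casp2 was not called lower, with -1.05 (adjusted p = 0.0187) at 12 h, and it was called at 12 h with an adjusted p under 0.05 without B and without IONC 12 h replicate 1 or IONC 12 h replicate 3. Casp2 had no call as lower after IONT, with 0.31 (adjusted p = 0.661) at 15 d, and it was called at 24 h, 3 d and 15 d with the probe set with the smallest p. It has Casp4 and Fos higher after both lesions, and after IONT both were called. Casp4 was not called higher after IONC, with 0.55 (adjusted p = 0.0231) at 48 h, and it was called at 12 h with an adjusted p under 0.05 without B, and at 48 h with an adjusted p under 0.05 without B, array weights and cyclic loess and without IONC 12 h replicate 2, and at 3 d with array weights. After IONC, Fos was not called higher, with 2.24 (adjusted p = 0.00719) at 12 h, and it was called at 12 h with an adjusted p under 0.05 without B, array weights, cyclic loess, the filter on low values, the mean of the probe sets, no B threshold and a variance trend with robust moderation and without IONC 12 h replicate 2, IONT 3 d replicate 1 or IONT 3 d replicate 2, and at 24 h with an adjusted p under 0.05 without B, array weights, cyclic loess, the mean of the probe sets and separate fits for each pair of groups and without IONC 12 h replicate 2, and at 48 h with array weights, cyclic loess, the mean of the probe sets and separate fits for each pair of groups and without IONC 12 h replicate 2, and at 3 d with array weights, the mean of the probe sets and separate fits for each pair of groups and without IONC 12 h replicate 2, and at 7 d with array weights and without IONC 12 h replicate 2. The paper has Nbn regulated after IONT. Nbn had no call after IONT, with -0.31 (adjusted p = 0.468) at 7 d, and it was called lower at 7 d with array weights. It has Jak2 higher. Jak2 was not called higher after IONT, with -0.77 (adjusted p = 0.147) at 3 d, nor was it under any alternative set in advance. After IONC, Jak2 was not called higher, with 0.18 (adjusted p = 0.568) at 12 h, nor was it under any alternative set in advance.

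Among pro-apoptotic genes that the paper gives for both lesions, Smad4, Ppm1b and Rassf4 were called after IONC. Smad4 had no call after IONT, with -0.52 (adjusted p = 0.0671) at 48 h, and it was called lower at 24 h with the probe set with the smallest p, and lower at 48 h with array weights, cyclic loess, separate fits for each lesion and separate fits for each pair of groups and without IONC 12 h replicate 2, and lower at 3 d with array weights, cyclic loess, the probe set with the smallest p and separate fits for each lesion and without IONC 12 h replicate 2, and lower at 7 d with array weights and separate fits for each lesion and without IONC 12 h replicate 2. Ppm1b was not called after IONT, with -0.41 (adjusted p = 0.215) at 12 h, and it was called lower at 12 h with array weights, cyclic loess and separate fits for each lesion and without IONC 12 h replicate 2. After IONT, Rassf4 was not called, with 1.38 (adjusted p = 0.011) at 48 h, and it was called higher at 12 h with an adjusted p under 0.05 without B, array weights, cyclic loess, the mean of the probe sets, the probe set with the smallest p and separate fits for each lesion and without IONC 12 h replicate 2, and higher at 48 h with an adjusted p under 0.05 without B, array weights, cyclic loess, the filter on low values, the mean of the probe sets, the probe set with the smallest p, separate fits for each lesion and separate fits for each pair of groups and without IONC 12 h replicate 1, IONC 12 h replicate 2, IONC 12 h replicate 3, IONT 15 d replicate 1, IONT 15 d replicate 2 or naive replicate 3, and higher at 7 d with an adjusted p under 0.05 without B, array weights, cyclic loess, the probe set with the smallest p, separate fits for each lesion and separate fits for each pair of groups and without IONC 12 h replicate 2. Rb1 had no call after IONT, with -0.28 (adjusted p = 0.267) at 7 d, and it was called lower at 48 h and 15 d with array weights, and lower at 7 d with array weights and without IONC 12 h replicate 2. Rb1 was not called after IONC, with -0.48 (adjusted p = 0.0132) at 12 h, and it was called lower at 12 h with an adjusted p under 0.05 without B and without IONC 12 h replicate 1 or IONC 12 h replicate 3, and lower at 24 h and 48 h with array weights. Of 7 measured 14-3-3 genes, Ywhah was called, at 15 d after IONT (-0.97). After IONC, Ywhah was not called, with -0.45 (adjusted p = 0.255) at 7 d, and it was called lower at 3 d with array weights, and lower at 7 d with array weights and cyclic loess and without IONC 12 h replicate 2. Of the genes it gives for IONT, Bcl2l10 was called after IONT (2.06 at 15 d) and Dlc1 after both lesions (-1.21 and -1.32 at 12 h). Mcl1 had no call after IONT, with 0.85 (adjusted p = 0.0802) at 12 h, and it was called higher at 12 h with array weights and cyclic loess and without IONC 12 h replicate 2, and lower at 15 d with array weights. Bcl10 was not called after IONT, with 0.57 (adjusted p = 0.208) at 24 h, and it was called higher at 24 h with array weights. After IONT, Bmf was not called, with 1.08 (adjusted p = 0.117) at 15 d, and it was called higher at 15 d without naive replicate 1. Of cell cycle genes, Ccng1 and Cdkn1a, which the paper names, were called after IONT, with 0.79 at 24 h and 1.61 at 3 d. Ccnd2 and Ccna2 were called after IONT too, with 2.51 at 12 h and 2.24 at 24 h. For these the paper's text names cyclins as a family. Cdkn1b had no call after IONT, with 0.45 (adjusted p = 0.253) at 12 h, and it was called higher at 12 h with array weights and separate fits for each lesion and without IONC 12 h replicate 2. Cdk1 was not called after IONT, with 0.96 (adjusted p = 0.241) at 48 h, nor was it under any alternative set in advance. After IONT, Aurka was not called, with -0.18 (adjusted p = 0.701) at 48 h, nor was it under any alternative set in advance. Aurkb had no call after IONT, with 0.10 (adjusted p = 0.959) at 48 h, nor was it under any alternative set in advance. Aurkc was not called after IONT, with 0.76 (adjusted p = 0.214) at 24 h, and it was called higher at 24 h and 15 d with array weights and the replicate number as a block, and higher at 3 d with the replicate number as a block. After IONC, Ccng1 was not called, with 0.40 (adjusted p = 0.173) at 24 h, and it was called higher at 24 h and 7 d with array weights.

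Of the calcineurin genes, regulated after IONT in the paper, none was called after IONT by limma. Ppp3ca had no call after IONT, with 0.65 (adjusted p = 0.0491) at 15 d, and it was called higher at 24 h with array weights and without IONC 12 h replicate 2, and higher at 3 d with array weights and cyclic loess and without IONC 12 h replicate 2, and higher at 15 d with an adjusted p under 0.05 without B, array weights and cyclic loess and without IONC 12 h replicate 2. Ppp3cb was not called after IONT, with 0.50 (adjusted p = 0.251) at 15 d, and it was called higher at 24 h with array weights, and higher at 15 d with array weights and cyclic loess and without IONC 12 h replicate 2. After IONT, Ppp3cc was not called, with -0.53 (adjusted p = 0.052) at 48 h, and it was called lower at 48 h and 7 d with array weights. Ppp3r1 had no call after IONT, with -0.48 (adjusted p = 0.42) at 24 h, and it was called lower at 24 h with array weights. Ppp3r2 was not called after IONT, with -0.04 (adjusted p = 0.61) at 15 d, and it was called lower at 15 d with arrays centred on their medians. Of the cathepsins, Ctsz was called after both lesions, with 2.60 at 48 h after IONT and 2.60 at 12 h after IONC, as in the paper. After IONT, Ctsh was not called, with 0.77 (adjusted p = 0.056) at 7 d, and it was called higher at 48 h with cyclic loess, and higher at 3 d with cyclic loess and without IONC 12 h replicate 2, and higher at 7 d with array weights, cyclic loess and separate fits for each lesion and without IONC 12 h replicate 2. Ctsl had no call after IONT, with 0.95 (adjusted p = 0.0131) at 48 h, and it was called higher at 12 h with array weights and separate fits for each lesion, and higher at 48 h with an adjusted p under 0.05 without B, array weights, cyclic loess and separate fits for each lesion and without IONC 12 h replicate 1 or IONC 12 h replicate 2, and higher at 7 d with array weights. Ctss was not called after IONT, with 1.17 (adjusted p = 0.0271) at 7 d, and it was called higher at 3 d and 15 d with an adjusted p under 0.05 without B, array weights, cyclic loess, separate fits for each lesion and separate fits for each pair of groups and without IONC 12 h replicate 2 or IONC 12 h replicate 3, and higher at 7 d with an adjusted p under 0.05 without B, array weights, cyclic loess, separate fits for each lesion and separate fits for each pair of groups and without IONC 12 h replicate 2. After IONT, Ctsc was not called, with 1.59 (adjusted p = 0.138) at 12 h, and it was called higher at 12 h with array weights, the probe set with the smallest p and separate fits for each lesion and without IONC 12 h replicate 2, and higher at 24 h with array weights and separate fits for each lesion, and higher at 48 h with array weights, the probe set with the smallest p and separate fits for each lesion, and higher at 3 d with array weights and separate fits for each lesion and without IONC 12 h replicate 2, and higher at 7 d with array weights. Ctsc had no call after IONC, with 1.00 (adjusted p = 0.122) at 12 h, and it was called higher at 12 h with array weights and the probe set with the smallest p and without IONC 12 h replicate 2, and higher at 24 h, 3 d and 7 d with array weights, and higher at 48 h with array weights and without IONC 12 h replicate 2. Sphk1 was called after both lesions, with 1.89 at 48 h and 2.05 at 12 h, and Sgpl1 at 15 d after IONT (1.27), where the paper has it early; at 12 h its value was 0.96 (adjusted p = 0.0451), called at 12 h with an adjusted p under 0.05 without B. Sphk2 was not called higher after IONC, with -0.44 (adjusted p = 0.115) at 12 h, nor was it under any alternative set in advance. Eef2k, for which the paper gives a small rise at 12 h after IONT that did not pass, was -0.06 (adjusted p = 1). Tradd, for which the paper reports no probes, has 1 probe set in the annotation used here.

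When the array set was a term, a setting chosen after seeing the values that drops 38 of the 114 calls of genes the paper names and all calls of 12 of 36 such genes, these were called: Rb1 lower at 12 h after IONC. When the array set was a term and IONC 12 h replicate 2 was left out, a setting chosen after seeing the values that drops 8 of the 114 calls of genes the paper names and all calls of 4 of 36 such genes, these were called: Sos1 lower at 48 h after IONT, Fos higher at 12 h, 24 h and 48 h after IONC, Nbn higher at 24 h after IONT, Nbn lower at 7 d after IONT, Smad4 lower at 48 h and 7 d after IONT, Rassf4 higher at 12 h, 48 h, 3 d and 7 d after IONT, Rb1 lower at 48 h and 7 d after IONT, Rb1 lower at 12 h, 24 h and 48 h after IONC, Ywhah lower at 3 d and 7 d after IONC, Cdkn1b higher at 12 h after IONT, Ccng1 higher at 24 h after IONC, Ppp3cc lower at 48 h after IONT, Ctsh higher at 3 d, 7 d and 15 d after IONT, Ctss higher at 3 d, 7 d and 15 d after IONT, Ctsc higher at 12 h, 48 h and 7 d after IONT and Ctsc higher at 12 h, 24 h, 48 h and 7 d after IONC. Within array sets and with IONC 12 h replicate 2 left out, a setting chosen after seeing the values that drops 25 of the 114 calls of genes the paper names and all calls of 8 of 36 such genes, these were called: Sos1 lower at 48 h after IONT, Casp4 higher at 48 h after IONC, Fos higher at 12 h, 24 h, 48 h, 3 d and 7 d after IONC, Nbn lower at 7 d after IONT, Smad4 lower at 48 h and 7 d after IONT, Rassf4 higher at 12 h, 48 h and 7 d after IONT, Rb1 lower at 48 h and 7 d after IONT, Rb1 lower at 12 h, 24 h and 48 h after IONC, Ywhah lower at 7 d after IONC, Mcl1 higher at 12 h after IONT, Cdkn1b higher at 12 h after IONT, Ccng1 higher at 24 h and 7 d after IONC, Ctsh higher at 7 d after IONT, Ctss higher at 7 d after IONT, Ctsc higher at 12 h, 48 h and 7 d after IONT and Ctsc higher at 12 h, 24 h, 48 h and 7 d after IONC.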

Other observations

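No test in this part was chosen after its result was seen. Of 25 genes of axon injury and regeneration, 7 were higher and 0 lower at some time point after IONT, and 4 higher and 1 lower after IONC (10 higher and 1 lower, and 9 higher and 2 lower, without IONC 12 h replicate 2). For this list the median over the shared time points was 0.34 after IONT (adjusted p = 2.47e-05, and adjusted p = 0.0224 with an estimated correlation) and 0.36 after IONC (adjusted p = 0.0157, and adjusted p = 0.228 with an estimated correlation). Ecel1, a membrane metallopeptidase of injured neurons, was called from 48 h, with 3.39 (standard error 0.43, adjusted p = 1.1e-05) at 48 h and 4.74 (standard error 0.43, adjusted p = 1.05e-07) at 7 d after IONT, and 3.17 (adjusted p = 7.06e-05) and 4.26 (adjusted p = 1.24e-06) after IONC. At 12 h its changes were 0.42 (adjusted p = 0.97) after IONT and 1.27 (adjusted p = 0.0386) after IONC. Sprr1a, a small proline-rich protein of regenerating axons, had 3.43 (adjusted p = 0.084) at 12 h after IONT. Of 17 markers of endothelium and pericytes, 1 was higher and 0 lower at some time point after IONT, and 2 higher and 0 lower after IONC (1 higher and 1 lower, and 3 higher and 0 lower, without IONC 12 h replicate 2). The list had medians over the shared time points of 0.06 after IONT (adjusted p = 0.136, and adjusted p = 0.446 with an estimated correlation) and 0.19 after IONC (adjusted p = 0.0059, and adjusted p = 0.164 with an estimated correlation). Vwf, the von Willebrand factor of endothelium, rose by 1.20 (standard error 0.17, adjusted p = 5.71e-05) at 48 h after IONT and 1.44 (standard error 0.17, adjusted p = 3.35e-06) at 12 h after IONC.

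Of 10 cone markers, 1 was higher and 3 lower at some time point after IONT, and 1 higher and 3 lower after IONC (1 higher and 4 lower, and 2 higher and 3 lower, without IONC 12 h replicate 2). By the list test over the shared time points the medians were -0.09 after IONT (adjusted p = 0.098, and adjusted p = 0.399 with an estimated correlation) and -0.25 after IONC (adjusted p = 0.0686, and adjusted p = 0.326 with an estimated correlation). Opn1sw, the short-wavelength opsin, had 0.56 (adjusted p = 0.397) at 7 d after IONT and -0.57 (adjusted p = 0.506) at 7 d after IONC, having fallen at 12 h. Of 8 bipolar cell markers, 0 were higher and 0 lower at some time point after IONT, and 0 higher and 1 lower after IONC (2 higher and 1 lower, and 0 higher and 1 lower, without IONC 12 h replicate 2). For this list the median over the shared time points was -0.10 after IONT (adjusted p = 0.315, and adjusted p = 0.677 with an estimated correlation) and -0.03 after IONC (adjusted p = 0.664, and adjusted p = 0.887 with an estimated correlation). Of 15 Müller glia markers, 2 were higher and 5 lower at some time point after IONT, and 2 higher and 5 lower after IONC (4 higher and 5 lower, and 3 higher and 5 lower, without IONC 12 h replicate 2). The list had medians over the shared time points of 0.04 after IONT (adjusted p = 0.599, and adjusted p = 0.875 with an estimated correlation) and 0.00 after IONC (adjusted p = 0.691, and adjusted p = 0.897 with an estimated correlation). Of 17 clock genes, 1 was higher and 4 lower at some time point after IONT, and 0 higher and 5 lower after IONC (2 higher and 5 lower, and 3 higher and 5 lower, without IONC 12 h replicate 2). By the list test over the shared time points the medians were -0.10 after IONT (adjusted p = 0.0302, and adjusted p = 0.498 with an estimated correlation) and -0.28 after IONC (adjusted p = 0.00153, and adjusted p = 0.326 with an estimated correlation).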
